# A gene expression atlas of embryonic neurogenesis in *Drosophila* reveals complex spatiotemporal regulation of lncRNAs

**DOI:** 10.1242/dev.175265

**Published:** 2019-03-28

**Authors:** Alexandra L. McCorkindale, Philipp Wahle, Sascha Werner, Irwin Jungreis, Peter Menzel, Chinmay J. Shukla, Rúben Lopes Pereira Abreu, Rafael A. Irizarry, Irmtraud M. Meyer, Manolis Kellis, Robert P. Zinzen

**Keywords:** *Drosophila melanogaster*, Embryogenesis, lncRNA, Spatiotemporal transcriptome, Neurogenesis

## Abstract

Cell type specification during early nervous system development in *Drosophila melanogaster* requires precise regulation of gene expression in time and space. Resolving the programs driving neurogenesis has been a major challenge owing to the complexity and rapidity with which distinct cell populations arise. To resolve the cell type-specific gene expression dynamics in early nervous system development, we have sequenced the transcriptomes of purified neurogenic cell types across consecutive time points covering crucial events in neurogenesis. The resulting gene expression atlas comprises a detailed resource of global transcriptome dynamics that permits systematic analysis of how cells in the nervous system acquire distinct fates. We resolve known gene expression dynamics and uncover novel expression signatures for hundreds of genes among diverse neurogenic cell types, most of which remain unstudied. We also identified a set of conserved long noncoding RNAs (lncRNAs) that are regulated in a tissue-specific manner and exhibit spatiotemporal expression during neurogenesis with exquisite specificity. lncRNA expression is highly dynamic and demarcates specific subpopulations within neurogenic cell types. Our spatiotemporal transcriptome atlas provides a comprehensive resource for investigating the function of coding genes and noncoding RNAs during crucial stages of early neurogenesis.

## Abstract (precis)

**Summary:** DIV-MARIS, an adapted technique for examining stage- and cell type-specific gene expression, reveals a complex network of mRNAs and lncRNAs expressed in specific cell types during early *Drosophila* embryonic nervous system development.

## INTRODUCTION

Development of complex tissues from naïve primordia requires the precise spatiotemporal deployment of transcriptional programs as cells subdivide, specify and differentiate. Owing to the availability of tissue- and cell type-specific markers characteristic for neurogenic cell types in the fruit fly embryo (Heckscher et al., 2014), *Drosophila* neurogenesis is highly tractable and several crucial regulators of neurogenesis have been identified over the past several decades (Skeath and Thor, 2003; Beckervordersandforth et al., 2008; Broadus et al., 1995; Landgraf et al., 1997; Rickert et al., 2011; Wheeler et al., 2006; Doe, 2017; Heckscher et al., 2014; Skeath et al., 1994; Weiss et al., 1998; Wheeler et al., 2009). Among the earliest events in embryonic neurogenesis is the subdivision of the lateral neurogenic ectoderm into columnar domains along the dorsoventral axis (Von Ohlen and Doe, 2000; Cowden and Levine, 2003). This is followed by the formation of proneural clusters and consecutive phases of delamination, whereby neuroblasts cease contact with surrounding cells of the neuroectodermal columns and ingress into the embryo (Campos-Ortega, 1995). Embryonic neuroblasts – *Drosophila* neural stem cells – undergo a series of self-renewing asymmetric divisions that produce ganglion mother cells, which give rise to glia and neurons (Broadus et al., 1995; Sousa-Nunes et al., 2010; Homem and Knoblich, 2012; Heckscher et al., 2014). Importantly, each of the three neurogenic columns gives rise to molecularly and functionally distinct sets of neuroblasts (Doe, 1992), but the molecular mechanisms that link spatial origin to the ensuing distinct fates remain poorly understood. To date, a small set of marker genes specifically expressed in individual columnar domains and in emerging cell types has been identified, but it remains unclear how these cell populations differ with respect to the global gene expression programs that shape their identities.

Although expression dynamics of protein-coding transcripts have given important insights into the mechanisms that drive cellular differentiation, it should be noted that an emerging class of noncoding transcripts – the long noncoding RNAs (lncRNAs) – may well emerge as pivotal regulators of neurogenesis. In mammals, lncRNAs have been shown to be especially abundant in differentiated neuronal cells (Briggs et al., 2015), are expressed often with exquisite spatiotemporal specificity in the nervous system (Sauvageau et al., 2013; Goff et al., 2015), and some lncRNA species even exhibit neuronal subtype specificity (Molyneaux et al., 2015; Liu et al., 2016). Though the functional importance of some lncRNAs for development and cellular identity has been demonstrated in *Drosophila* (Wen et al., 2016), including in the nervous system (Li and Liu, 2015; Landskron et al., 2018), very little is known about the cell type-specific expression and function of lncRNAs over the course of early neurogenesis.

Large-scale efforts have characterized spatial gene expression in RNA *in situ* hybridization screens (Tomancak et al., 2002; Inagaki et al., 2005; Tomancak et al., 2007; Lécuyer et al., 2007; Wilk et al., 2016), but such efforts are qualitative rather than quantitative and largely exclude lncRNAs. In contrast, efforts to determine global transcriptome dynamics in the developing *Drosophila* embryo (Graveley et al., 2011; Brown et al., 2014; Young et al., 2012; Chen et al., 2016) may detect the expression of lncRNAs, but lack cell type resolution. As for most complex tissues, recapitulating early neurogenesis in cell culture is unfortunately not an option, because accurate specification and differentiation of cells depends on embryonic context, intricate interactions among cells within the neuroectoderm (Kunisch et al., 1994; Lai, 2004) and signaling gradients involving surrounding tissues (Bier and De Robertis, 2015; Rogers et al., 2017).

To overcome these limitations and to dissect stage- and cell type-specific transcriptomes in early neurogenesis, we adapted MARIS (Hrvatin et al., 2014) for use in developing *Drosophila* embryos. DIV-MARIS (*Drosophila in vivo* method for analyzing RNA following intracellular sorting) allows purification of chemically cross-linked cell types from staged developing embryos based on marker gene expression, followed by RNA extraction and next-generation sequencing. Here, we employ DIV-MARIS to determine the transcriptome dynamics in distinct neurogenic cell populations. We assess the gene expression programs of two principal neurogenic domains (the ventral and the intermediate columns) and of three differentiating cell types (neuroblasts, neurons and glia) at consecutive time points from primordial specification and subdivision to terminal differentiation.

DIV-MARIS reveals an extensive network of dynamic spatiotemporal gene expression during embryonic nervous system development. Our method reliably identifies known cell type-specific markers, but also reveals novel expression features. Furthermore, we uncover many genes – most of which have conserved homologs in human – that are expressed in distinct cell types throughout early neurogenesis and for which the functions remain to be elucidated. Hence, DIV-MARIS provides an accurate expression map of spatiotemporal transcriptional programs driving early nervous system development. Moreover, our analyses identified many lncRNAs expressed in cell type-specific patterns and for which no functional roles are yet known. Applying stringent criteria for selection, we characterize 13 neural cell type-enriched lncRNAs with varied temporal expression, abundance and subcellular localization. *In situ* visualization of lncRNA expression exposes an additional layer of specificity as neuroglial lncRNAs tend to be expressed highly, but only in extremely distinct subpopulations.

This study delivers a genome-wide, yet cell type-specific, view of gene expression during *Drosophila* neurogenesis from neurogenic columns to differentiated neurons and glia, provides insights into the expression properties of the coding and noncoding transcriptomes and will serve as a valuable tool for understanding how regulated coding and noncoding gene expression drives cell fate determination in early neurogenesis.

## RESULTS

### Isolation of neuroglial cell types with spatiotemporal resolution

Early *Drosophila* neurogenesis starts with the specification of the lateral neurogenic ectoderm at the onset of zygotic transcription. The neurogenic ectoderm is quickly subdivided into distinct neurogenic columns (Von Ohlen and Doe, 2000; Cowden and Levine, 2003), from which neuroblasts delaminate and undergo asymmetric division giving rise to ganglion mother cells (GMCs), followed by differentiation of GMCs into neurons and glia (Fig. 1A). To dissect the genome-wide transcriptional programs driving early neurogenesis, we purified specific cell populations comprising the neuroglial lineages using fluorescence-activated cell sorting (FACS) of chemically fixed cells. We isolated cells of the intermediate column (IC) and the ventral column (VC) using transgenic constructs by fusing IC- or VC-specific enhancers to reporter genes (Fig. S1A). Neuroblasts/GMCs, neurons and glia cells were purified using antibodies directed against the endogenous markers *prospero* (*pros*), *embryonic lethal abnormal vision* (*elav*) and *reversed polarity* (*repo*), respectively (Fig. 1D, Fig. S1B). Early neurogenesis is a rapidly unfolding process, with naïve primordia developing into differentiated cell types in a matter of hours (Fig. S2A). To assess the temporal dynamics of early neurogenesis, we collected these cell populations at developmental stages (bins) that encompass crucial events along the neurogenic lineages from early specification to terminal differentiation (Fig. 1B, Fig. S2A). Timed embryo collections were manually staged to confirm which neurogenic events were captured within the collection bins (Fig. S2B). The earliest collection bin (4-6 h after egg laying, AEL) primarily contains embryos immediately after specification and subdivision of the neurogenic ectoderm and encompasses the first rounds of neuroblast delamination. The second bin (6-8 h AEL) includes all waves of neuroblast delamination, proliferation and diversification, followed by early differentiation in the third bin (8-10 h AEL). A later collection towards the end of embryogenesis (18-22 h AEL) serves as a reference point for fully differentiated neurons and glia.

**Fig. 1.**
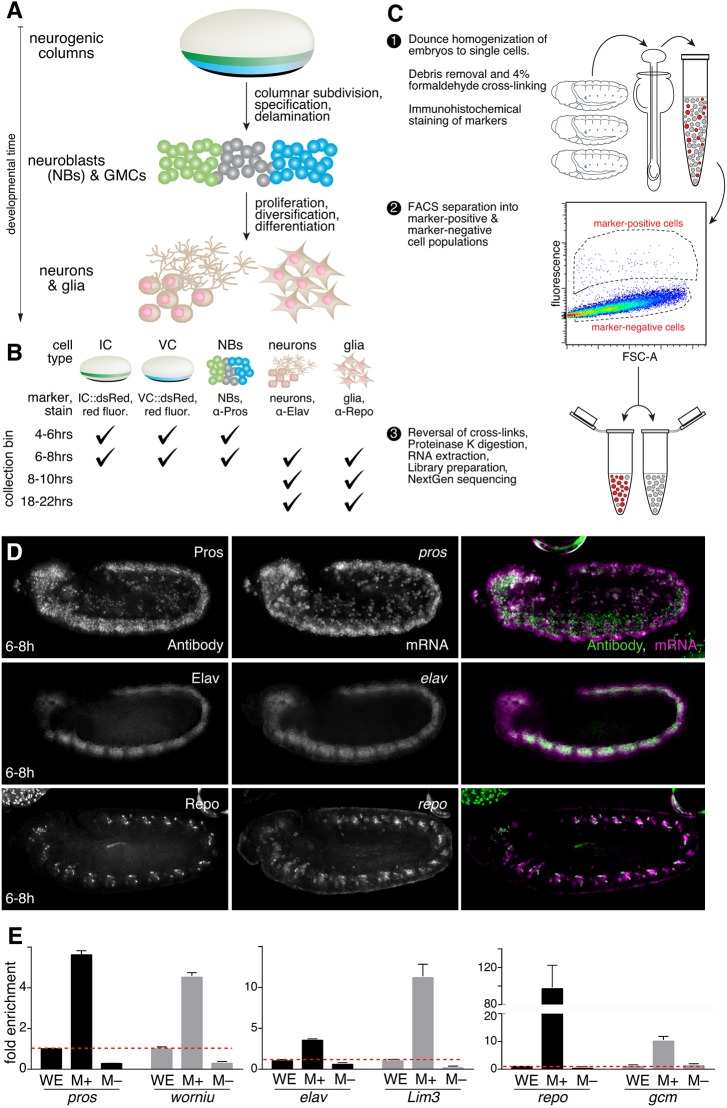
**DIV-MARIS for the enrichment of staged neurogenic cell types.** (A) Biological materials studied over the course of neurogenesis: intermediate column (IC); ventral column (VC); neuroblasts (NBs); neurons; glia. (B) Time windows (collection bins) of sorted materials. (C) Overview of the DIV*-*MARIS protocol. (D) Merge (right) of antibody (left) and RNA-FISH (middle) shows that the sorting strategy faithfully marks cell types of interest (NBs, Pros; neurons, Elav; glia, Repo); embryos at 6-8 h. (E) Expression of marker genes specific to the cell type of interest measured by qPCR in marker-enriched (M+), and marker-depleted (M−) populations, calculated relative to whole embryo (WE, dashed red line); embryos collected at 4-10 h AEL. Error bars represent s.e.m. Embryos are ∼500 µm in length, shown anterior leftwards and ventral downwards; stage 10/11.

To isolate cell type-specific RNA from specific neurogenic cell types, we adapted the MARIS protocol (Hrvatin et al., 2014), but had to introduce several modifications to temporally resolve cell types from complex and quickly developing *Drosophila* embryos *in vivo*. DIV-MARIS (outlined in Fig. 1C) is a flexible method for the isolation of high-quality RNA from specific fixed cell types within complex and rapidly developing embryos. Briefly, staged embryos are collected, dissociated into single-cell suspensions, and immediately cross-linked with formaldehyde. Neurogenic cell types were stained using antibodies, either against transgenic reporters (for the ventral and intermediate columns; Fig. S1A), or against endogenous markers (for neuroblasts/GMCs, neurons and glia; Fig. 1D, Fig. S2B). Positively marked and unmarked populations were purified by FACS (Fig. 1C). We used microscopy (e.g. Fig. S1C) and analytical cytometry (e.g. Fig. S3) to confirm that the sorting strategy reliably isolated marked cells of interest; samples generally had purities >95% and samples below 90% purity were discarded. Furthermore, we evaluated the enrichment of DIV-MARIS-sorted cell types by quantitative RT-PCR against several marker genes associated with the cell types of interest (i.e. *pros* and *worniu* in neuroblasts/GMCs, *elav* and *Lim3* in neurons, *repo* and *gcm* in glia) as independent measures of cell-type enrichment (Fig. 1E). We confirmed specific enrichment of the expected markers in sorted cells compared with whole embryos, as well as their depletion in sorted marker-negative cells.

As DIV-MARIS robustly isolates neurogenic cell populations of interest, we extracted RNA from sorted populations at four developmental time points for whole-transcriptome sequencing. Principal component analysis demonstrated that variance between samples is primarily due to developmental time and cell type of origin (Fig. S4). The resulting cell type-specific gene expression atlas quantitatively assesses neurogenic transcription in five distinct neurogenic cell populations (enriched and depleted) across four developmental time points covering major neurogenic events (Fig. 1A,B).

### Cell type-specific expression of protein-coding genes during neurogenesis

In addition to purity, we evaluated sorting specificity by assessing gene expression of the five cell type marker genes (*ind*, *vnd*, *pros*, *elav* and *repo*) across the sorted populations in terms of normalized counts (Table S1). In all cases, strong enrichment of marker gene expression levels in the marker-enriched compared with the depleted samples was observed, as expected (Fig. 2A, Fig. S5). For example, the high and near-exclusive enrichment of *repo* transcript in purified glia demonstrates sorting effectiveness of DIV-MARIS when using a highly specific and exclusive marker (Fig. 2A, Fig. S5E). Similarly, *elav* transcript levels were highly enriched in purified neurons compared with glia (Fig. 2A, Fig. S5D), whereas lower levels were detected in early neuroblasts and columnar material, which is in line with observations that the common neuronal marker *elav* is transiently expressed pan-neurogenically at the onset of differentiation (Berger et al., 2007). The columnar markers *vnd* and *ind* mark distinct columnar neurogenic territories that each give rise to neuroblasts, neurons and glia. Accordingly, although *vnd* and *ind* transcripts were largely exclusive to their respective neurogenic columns, each was detectable to some degree in neuroblasts, most likely because early neuroblasts stem from one of the respective neurogenic columns co-purified by FACS (Fig. 2A, Fig. S5A-C). Interestingly, normalized counts for *vnd* were higher than those for *ind*, which likely reflects the fact that the ventral column generates more neuroblasts in the first waves of delamination compared with the intermediate column (Doe, 1992).

**Fig. 2.**
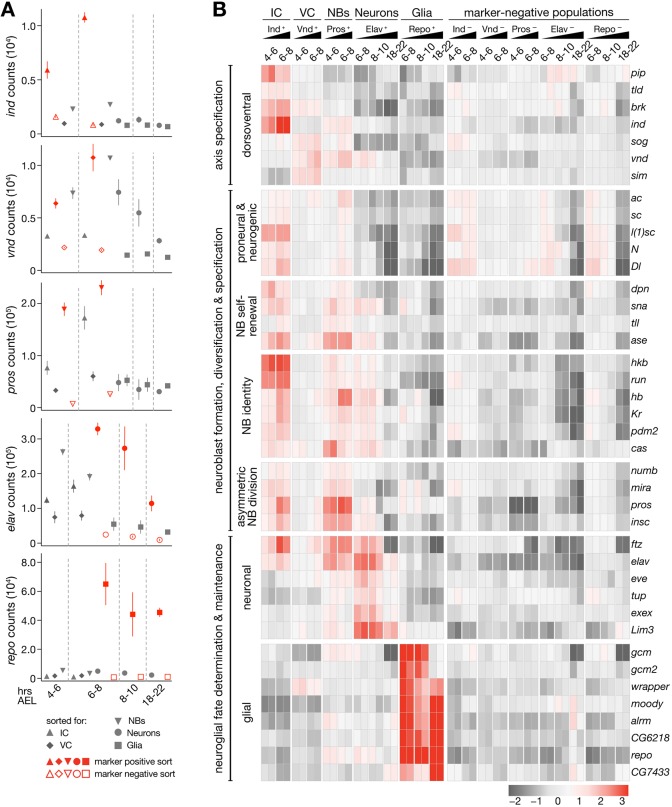
**Defining mRNA signatures of neuroglial cell types.** (A) Normalized expression values for each marker gene used for FACS (*ind*, *vnd*, *pros*, *elav* and *repo*) across sorted samples. Error bars represent s.e.m. (B) Heat map of expression profiles of *Drosophila* nervous system genes. Row mean-centered expression values calculated by variance-stabilizing transformation (VST) of gene-level RNA-seq counts (scale=log_2_ ratio of row mean).

To validate cell type-specific gene expression, we examined genes with known neurogenic roles (Von Ohlen and Doe, 2000; Skeath and Thor, 2003; Sousa-Nunes et al., 2010; Crews, 2010; Sandler and Stathopoulos, 2016) and confirmed specificity of mRNA expression in cell types previously associated with gene function (Fig. 2B). *exex*, for example, is a homeodomain transcription factor required in motor neurons that project to ventral somatic muscles (Santiago et al., 2014) and we found it exclusively in young neurons (Fig. 2B). Whereas markers of neuroblast identity were not only enriched in neuroblasts, but also depleted in the differentiated cell types neuroblasts give rise to (neuronal and especially glial), neurogenic column marker expression was often maintained in neuroblasts, highlighting that neuroblasts retain columnar identity after delamination, as they adopt column-specific fates (Doe, 1992).

To systematically uncover protein-coding genes that demarcate columnar and cell-type identities in nervous system development, we looked for genes expressed in a similar pattern to known neurogenic genes by Pearson correlation (*r*>0.9). We uncovered 753 additional genes (summarized in Table S2) and though many have no known association with embryonic neurogenesis, *in situ* screens annotating expression using controlled anatomical imaging vocabulary (ImaGO; Hammonds et al., 2013; Tomancak et al., 2002, 2007) indicate that this gene set is indeed specifically expressed in components of the developing nervous system. For example, the most enriched ImaGO terms for this gene set include ‘ventral nerve cord primordium’, ‘brain primordium’ and ‘ventral nerve cord’ (Fig. S6A). GO analysis revealed the most enriched molecular function for this gene set to be ‘DNA binding’, and the most enriched biological processes were ‘chromosome organization’ and ‘nucleic acid metabolic process’ (Fig. S6B,C). Furthermore, protein domains enriched among the proteins specifically expressed in compartments of the developing nervous system included histone folds, chromatin interaction domains and sequence-specific DNA-interaction domains, such as zinc fingers and homeobox domains (Fig. S6D).

We were surprised that one-quarter of the genes deployed similarly to known neurogenic marker genes remain largely unstudied (199 ‘computed genes’) and though many of these candidates lack any described function, more than 62% can be directly mapped to human homologs and some have even been linked to nervous system function.

We focused on a subset (40) of these genes, which were predicted to be expressed in neuroglial cell types with clear spatiotemporal specificity (Fig. S7A). In concordance with DIV-MARIS predictions, RNA *in situ* hybridization data (Hammonds et al., 2013; Tomancak et al., 2002, 2007) confirmed that a selection of these candidate genes mark specific subsets of cells in the developing nervous system (Fig. S7B).

Thus, DIV-MARIS reliably captures and uncovers cell type-specific gene expression dynamics during embryogenesis. As many of the specifically expressed genes encode known and predicted transcription factors and signaling pathway components (Table S2), this cell type-specific expression map identifies new regulatory nodes that likely play central roles in the specification and differentiation of neuroglial cell types.

### Specific expression and properties of long noncoding RNAs along the neuroglial lineage

To explore lncRNA expression during early neurogenesis, we first identified nervous system-specific lncRNAs by calculating enrichment of expression in marker-positive versus marker-depleted samples at each time point using DESeq2 (Love et al., 2014; log_2_FC>1.0, *Padj*<0.05). We found 325 such lncRNA candidates (Table S3) and evaluated them according to several criteria, including spatiotemporal regulation through neurogenesis, expression above an abundance threshold [transcript counts per million reads (TPM)>300] in at least one cell type, absence of sense overlap with a protein-coding gene, and transcript boundaries consistent with lncRNA annotations. Applying these stringent criteria, we selected 13 high-confidence lncRNA candidates that are strongly and specifically expressed in a variety of cell types of the *Drosophila* nervous system (Fig. 3, Fig. S8).

**Fig. 3.**
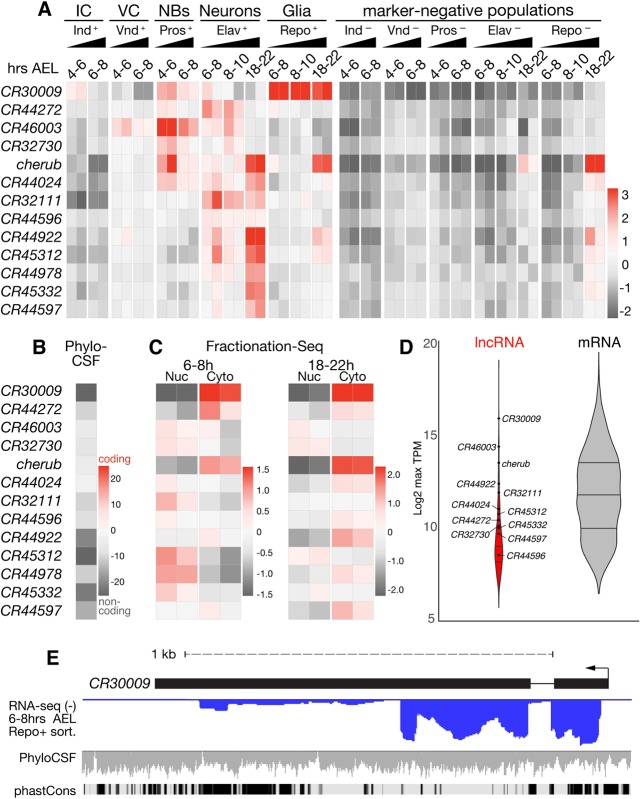
**Neuroglial lncRNAs are highly regulated transcripts.** (A) Row mean-centered expression values of lncRNAs in marker-enriched and -depleted samples (scale=log2 ratio of row mean, gene level VST). (B) PhyloCSF scores (ScorePerCodon) for the putative ORF with the highest coding potential within each transcript. Scale is from ∼1 s.d. above the mean score of coding regions (very high coding potential) down to ∼1 s.d. below the mean of noncoding regions (very low coding potential). (C) Row mean-centered expression profiles in 6-8 h and 18-22 h embryo nuclear and cytoplasmic fractions generated by Fractionation-Seq; values as in A. (D) Violin plot showing distribution of maximum TPM (maxTPM) values for all lncRNAs (red; *n*=325) and mRNAs (gray; *n*=3835) differentially expressed (log_2_FC>1.0, *Padj*<0.05) between any marker-positive and marker-negative cell type; lncRNAs presented in A are highlighted. (E) *CR30009* genomic locus showing stranded RNA-seq data from sorted glia at 6-8 h AEL (negative strand; blue), overlay of smoothed PhyloCSF scores of individual codons in each of three frames (horizontal line is 0), and conservation among drosophilids (phastCons).

To assess spatiotemporal expression of these lncRNAs, we calculated their relative abundance among all cell types and collection bins. The lncRNAs were depleted in marker-negative non-neurogenic cells and exhibited dynamic spatiotemporal enrichment in specific marker-positive cell types (Fig. 3A). Strikingly, although we found very few lncRNAs with distinct expression in the earlier and more naïve intermediate and ventral columns, specific lncRNA deployment could be readily observed in more mature and differentiated cell types, such as neuroblasts, neurons and/or glia, indicating that lncRNA expression is a hallmark of differentiated cells more so than of primordia.

To confirm that these transcripts are bona fide lncRNAs, we evaluated the coding potential of each by phylogenetic codon substitution frequency (PhyloCSF) (Lin et al., 2011). Each lncRNA locus exhibited a total PhyloCSF score below zero across all frames, consistent with a complete lack of coding potential (Fig. 3B). Given that some lncRNAs have been shown to exhibit variable subcellular localization with localized functions (Chen, 2016), we assessed the general subcellular expression of these transcripts by Fractionation-Seq. Briefly, we generated a subcellular reference transcriptome of the cytoplasmic and nuclear compartments of 6-8 h and 18-22 h embryos and examined abundance of each of these lncRNA transcripts between these fractions. 

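In Fractionation-Seq, RNA from the nuclear and from the cytoplasmic compartment of embryos is sequenced separately. Ribosomal RNA-depleted libraries were sequenced from the cytoplasmic fraction, the nuclear fraction and whole embryos at 6-8 h and at 18-22 h AEL, with 2 replicates of each, or 12 samples. The authors assigned the paired-end reads to annotated transcripts with Salmon and deposited an estimated number of reads, a TPM value and an effective length for each of 34428 transcripts. The estimated number of reads per sample ranged from 73127429 to 173409067. Its median was 172596993.5 in the cytoplasmic and 74135340.5 in the nuclear samples of 6-8 h embryos, and 149867706.5 and 76472674 in those of 18-22 h embryos. For 34123 transcripts a gene was found in the annotation, and the remaining 305 held between 0.294% and 0.638% of the reads of a sample. Length-scaled gene counts were computed from the TPM values and effective lengths with the formula the paper names, and the 8 fraction samples were compared with edgeR's TMM normalization and quasi-likelihood test. The fit covered the 17028 genes with at least 10 counts in at least 2 samples. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg adjustment) with an absolute log2 fold change above 1, the thresholds that the paper applies to its lncRNAs. Across genes, which are not independent replicates, the SD of the log2 difference between the replicates was 0.194 in the nuclear and 0.316 in the cytoplasmic samples at 6-8 h, and 0.631 and 0.285 at 18-22 h.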

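Between the cytoplasmic and the nuclear fraction, 11755 genes differed at 6-8 h, of which 4261 were higher in the cytoplasmic and 7494 in the nuclear fraction. At 18-22 h, 11996 genes differed, 5277 of them higher in the cytoplasmic and 6719 in the nuclear fraction. Without TMM factors, with library size as the only normalization, the counts were 11001 and 10728. With a filter of at least 10 counts in every sample, the setting that moved them most, they were 7617 and 6812. The nuclear lncRNA roX1, of the dosage compensation complex, had a cytoplasmic against nuclear log2 fold change of −2.03 (standard error 0.45, adjusted p = 0.000495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 6-8 h and −2.50 (standard error 0.46, adjusted p = 7.5e-05) at 18-22 h. For roX2 the values were −2.07 and −1.43. The RNA of the signal recognition particle, 7SL, was higher in the cytoplasmic fraction, with a log2 fold change of 4.26 at 6-8 h and 3.64 at 18-22 h for each of its 2 annotated copies, which received equal counts. The 92 ribosomal protein genes had a median log2 fold change of 3.51 at 6-8 h and 3.88 at 18-22 h. The median over 1914 long noncoding genes was −3.87 at 6-8 h and −3.57 at 18-22 h, and that over 13750 protein-coding genes was 0.00 and 0.51. From per-replicate differences of log2(CPM + 0.5), the medians were −1.42 and −1.57 for long noncoding and −0.01 and 0.49 for protein-coding genes. The size of the long noncoding median and its direction between the stages thus depend on the measure. Among other protein-coding and long noncoding genes with a mean of at least 100 counts, both replicates of one fraction beyond both of the other and a called difference, CG42507 had the largest log2 fold change at 6-8 h, 16.58 (standard error 0.88, adjusted p = 1.52e-10), with a count of 0 in both nuclear samples of that stage, and its exons overlap those of Trl on the same strand. The largest values in the other direction belonged to 5 copies of the His2B gene with a mean count of 905 each. One of them, His2B:CG33870, had −14.07 at 6-8 h, while another copy, His2B:CG17949, had 7.28, so that the value of a single copy is uncertain.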

Intriguingly, the 13 lncRNAs exhibited distinct subcellular localization patterns with varying degrees of nuclear/cytoplasmic restriction (Fig. 3C), ranging from almost exclusively cytoplasmic (e.g. *CR30009* and *cherub*) to almost exclusively nuclear (e.g. *CR45312*) detection, including instances in which location appeared to be temporally regulated (e.g. *CR44978*).

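At 6-8 h, 3 of the 13 lncRNAs were called higher in the cytoplasmic fraction, 5 higher in the nuclear fraction and 5 in neither direction. At 18-22 h, 8 were called higher in the cytoplasmic fraction, 1 higher in the nuclear fraction and 4 in neither. The cytoplasmic against nuclear log2 fold changes ranged from −3.16 to 2.78 at 6-8 h and from −1.58 to 4.89 at 18-22 h. The highest value at both stages was that of CR30009, 2.78 (standard error 0.29, adjusted p = 1.07e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.89 (standard error 0.32, adjusted p = 4.95e-10). For cherub, the values were 1.54 (standard error 0.29, adjusted p = 0.000101) and 4.14 (standard error 0.32, adjusted p = 3.33e-09). The lowest value at 6-8 h was that of CR45312 (FBgn0266851), which lies on chromosome arm 2R of the release 6 genome from 13361825 to 13362835 as a single exon. Its log2 fold change was −3.16 (standard error 0.34, adjusted p = 1.75e-07) at 6-8 h and −0.94 (standard error 0.31, adjusted p = 0.00854) at 18-22 h, where it was below the fold change threshold. The percentage of its TMM-normalized counts (CPM, counts scaled to library size) found in the cytoplasmic fraction was 9.57% ± 3.64 (SD, n = 2) at 6-8 h and 34.3% ± 6.60 (SD, n = 2) at 18-22 h. With each fraction weighted by its fitted share of whole-embryo RNA, its nuclear percentage was 77% at 6-8 h and 77.6% at 18-22 h.
CR44978 (FBgn0266313) lies on chromosome arm 2L from 19600697 to 19605490, antisense to Lar and without overlap of their exons. It was higher in the nuclear fraction at 6-8 h, with a log2 fold change of −2.90 (standard error 0.28, adjusted p = 5.17e-08), and higher in the cytoplasmic fraction at 18-22 h, with 1.28 (standard error 0.26, adjusted p = 0.000206). The change between the stages, tested as an interaction in the same model, was 4.18 (standard error 0.38, adjusted p = 5.06e-07). Its cytoplasmic percentage was 11.7% ± 4.51 (SD, n = 2) at 6-8 h and 70.2% ± 8.99 (SD, n = 2) at 18-22 h. Of the 13 lncRNAs, 12 had a larger log2 fold change at 18-22 h, and the change was called for 9. The alternative that moved the log2 fold change of CR44978 at 18-22 h most was limma on log2(TPM + 1), with −0.13. With library size as the only normalization it was −0.10, and both values are on the nuclear side, while its change between the stages remained above the threshold under every alternative that gave a test. With each fraction weighted by its fitted share of whole-embryo RNA, the nuclear percentage of CR44978 was 73.5% at 6-8 h and 42.4% at 18-22 h, and 5 of the 13 lncRNAs had a smaller nuclear percentage at 18-22 h. The weighted percentages use the mean share of 2 replicates and carry no spread, so that count and the direction of small changes are uncertain.
In a paired model, with the replicate number within each stage as a replicate block, CR44978 had log2 fold changes of −2.95 and 1.27, CR45312 had −3.25 and −0.95, and the same 9 lncRNAs were called for a change between the stages. The calls of 2 lncRNAs within a stage differed from those without the block. CR46003 was called higher in the nuclear fraction at 6-8 h, with −1.05 (adjusted p = 8.18e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) against −0.96, and CR44596 was no longer called at 18-22 h, with 1.13 (adjusted p = 0.0537) against 1.14 (adjusted p = 0.0459). The pairing was taken from the replicate numbers in the sample labels. Across genes, the deviations of same-numbered nuclear and cytoplasmic samples from their group means had a correlation of 0.52 at 6-8 h and 0.05 at 18-22 h.
From the range of patterns between the fractions, the paper states that the lncRNAs are located in distinct ways. Together with their abundance, regulated expression and splicing, it concludes that they are unlikely to be by-products of spurious transcription.

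**Figure D1:**
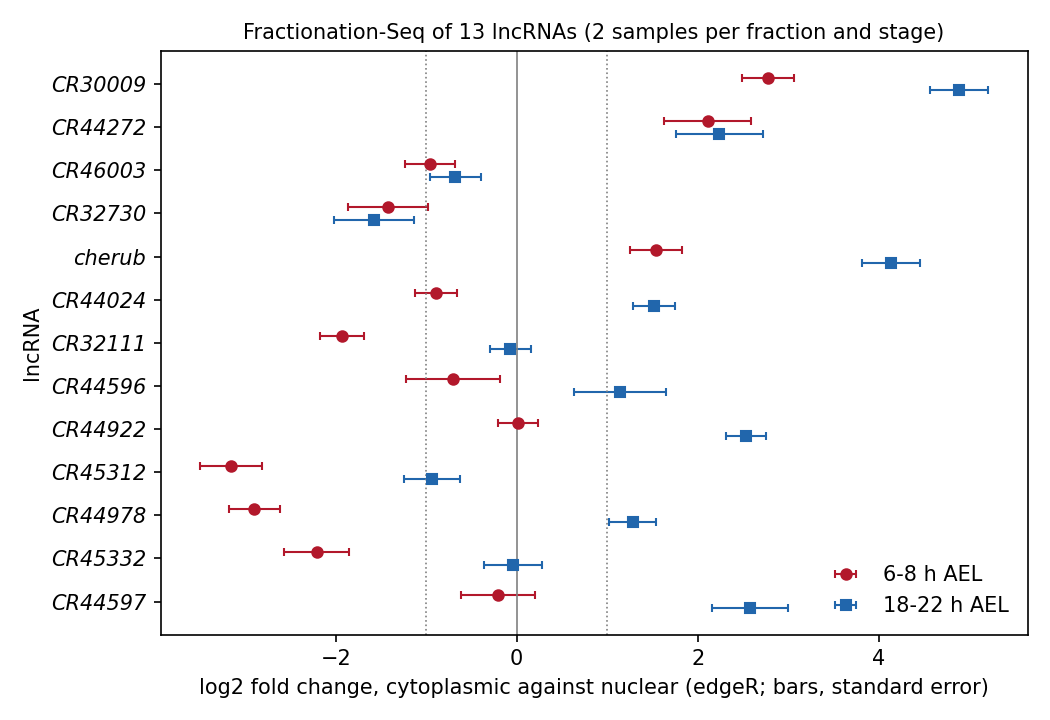
Cytoplasmic against nuclear log2 fold change (x axis, edgeR with TMM normalization) of the 13 lncRNAs (y axis) at 6-8 h (circles) and 18-22 h (squares), from 2 samples per fraction and stage. Bars are the standard error, taken as the absolute log2 fold change over the square root of the F statistic of the quasi-likelihood test. Dotted lines mark the threshold of 1 in each direction. At 18-22 h, 12 of the 13 lncRNAs lie further to the cytoplasmic side, and with library size as the only normalization 10 of the 13 did.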

To assess lncRNA abundance relative to other transcripts (noncoding and protein-coding) in the neurogenic cell types, we normalized read counts for each transcript in each sample (TPM, Table S4). The maximum expression score for lncRNAs across cell types (maxTPM) showed that although expression varies among lncRNAs, they are generally not expressed at low levels; rather, lncRNA expression was well within the range of what may be expected for protein-coding genes significantly regulated during neurogenesis (Fig. 3D). That these lncRNAs are bona fide regulated transcripts is further supported by specific splicing, which was observed for several of the neurogenic lncRNAs (Fig. 3E, Fig. S8). Thus, these lncRNAs are unlikely to be merely by-products of spurious transcription; rather, they are subject to regulated expression, RNA processing, and controlled export, which supports a potential role in neurogenesis.

One intriguing example of a lncRNA demonstrating specific expression over the course of early neurogenesis is *CR30009*. This lncRNA showed increased expression in the early intermediate column and in neuroblasts, but was most highly enriched in glial cells during all assayed time windows (Fig. 3A). Furthermore, *CR30009* is spliced and primarily exported to the cytoplasm (Fig. 3C,E), features indicative of specific co- and post-transcriptional regulation. However, *CR30009* has the lowest coding potential out of all tested lncRNAs: its PhyloCSF score per codon (−42.647) was more than three standard deviations below the mean for noncoding regions in *Drosophila* (−18.7±7.2, Fig. 3B). Furthermore, *CR30009* is one of the most highly abundant transcripts in glia – noncoding or protein-coding (log_2_ maxTPM=15.75, Fig. 3D, Table S3) – which underscores the potential functional importance of *CR30009* in gliogenesis. 

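CR30009 (FBgn0050009) lies on chromosome arm 2R of the release 6 genome from 10261315 to 10263827, on the minus strand, and has 2 annotated transcripts of 2 exons each. Its TMM-normalized abundance at 6-8 h was 114 ± 26.5 CPM (SD, n = 2) in the cytoplasmic and 16.7 ± 1.23 in the nuclear fraction. At 18-22 h it was 259 ± 6.88 CPM (SD, n = 2) in the cytoplasmic and 8.77 ± 3.76 in the nuclear fraction. Between 1669 and 15434 counts per sample stood behind the values of 6-8 h. The cytoplasmic fraction held 86.9% ± 3.46 (SD, n = 2) of the normalized counts at 6-8 h and 96.7% ± 1.27 at 18-22 h. Its cytoplasmic against nuclear log2 fold change rose between the stages by 2.11 (standard error 0.39, adjusted p = 0.000262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In whole embryos its abundance did not differ detectably between the stages, with a log2 fold change of −0.06 (standard error 0.26, adjusted p = 0.871). Of the reads that Salmon assigned to the gene, the transcript FBtr0303450 took 70.1% ± 0.4 (SD, n = 2) in the cytoplasmic and 39.2% ± 0.4 in the nuclear fraction at 6-8 h, and 69.8% ± 1.5 and 15.0% ± 0.8 at 18-22 h. In whole embryos its share varied more between the replicates than in either fraction. Salmon could divide the reads only between the 2 annotated transcripts. The paper describes this lncRNA as mainly a short isoform without annotation, so these shares do not give the use of isoforms. With each sample left out in turn, the log2 fold change stayed between 2.64 and 2.98 at 6-8 h and between 4.14 and 5.64 at 18-22 h. With each fraction weighted by its fitted share of whole-embryo RNA, the nuclear percentage was 5.16% at 6-8 h and 5.51% at 18-22 h.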

Notably, this lncRNA appears to exist predominantly as an unannotated short isoform and exhibits regions of high noncoding sequence conservation among drosophilids within the first exon and at the 3′ end of the transcript (Fig. 3E).

A second example, *CR43283* (also known as *cherub*), exhibited dynamic temporal regulation. Expression of *cherub* was strongly enriched in the earliest neuroblasts at 4-6 h, but enrichment quickly waned in later neuroblasts (6-8 h); however, over time *cherub* became specifically expressed being strongly enriched in differentiated neurons and glia by the end of neurogenesis at 18-22 h AEL (Fig. 3A). 

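The gene of cherub (FBgn0262972) lies on chromosome arm 3R of the release 6 genome from 11247631 to 11256123, on the minus strand, and has 3 annotated transcripts of 2 or 3 exons. In the cytoplasmic fraction its TMM-normalized abundance was 88.7 ± 16.3 CPM (SD, n = 2) at 6-8 h and 1190 ± 78.8 at 18-22 h. In the nuclear fraction it was 30.4 ± 1.82 CPM (SD, n = 2) at 6-8 h and 67.6 ± 6.88 at 18-22 h. The cytoplasmic fraction therefore held 74.3% ± 2.39 (SD, n = 2) of the normalized counts at 6-8 h and 94.6% ± 0.856 at 18-22 h. The rise of the cytoplasmic against nuclear log2 fold change between the stages was 2.59 (standard error 0.41, adjusted p = 6.03e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In whole embryos, cherub was higher at 18-22 h, with a log2 fold change of 2.86 (standard error 0.26, adjusted p = 2.13e-07). The 6-8 h difference between the fractions fell below the threshold with library size as the only normalization, where the log2 fold change was 0.42 (standard error 0.19, adjusted p = 0.0561). The transcript with 3 exons took 67.7% ± 1.6 (SD, n = 2) of the gene's cytoplasmic reads at 6-8 h and 65.6% ± 2.2 at 18-22 h.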

We note that enriched expression of the lncRNA in Elav- and Repo-negative samples may be caused by *cherub*-positive glia in the neuron-depleted fraction and *cherub*-positive neuroblasts/neurons in the glia-depleted fraction. *cherub* was also specifically localized to the cytoplasm throughout embryogenesis and is clearly spliced, but harbors no coding potential (Fig. 3B,C, Fig. S8D).

*CR32730* was first detected in 4-6 h neuroblasts and was moderately enriched at 8-10 h in the neuronal, but not in the glial, population (Fig. 3A). *CR32730* is transcribed antisense to the intron of *CG9650* (Fig. S8C), a putative neurogenic transcription factor that has been implicated in CNS development (McGovern et al., 2003). However, *CR32730* appears to be transcribed independently of *CG9650*, which was expressed at low levels in early neuroblasts according to DIV-MARIS (Fig. S8C), suggesting that their roles could be independent. Fractionation-Seq predicts that *CR32730* is moderately enriched in the nuclear fraction in early and late embryos (Fig. 3C).

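CR32730 (FBgn0047092) lies on the X chromosome of the release 6 genome from 7145600 to 7149850, on the minus strand, and has 1 annotated transcript of 3 exons. CG9650, which the current annotation names Cph (FBgn0029939), spans 7137723 to 7241932 on the plus strand, and the exons of the 2 genes do not overlap. At 6-8 h, CR32730 had 1.75 ± 1.01 TMM-normalized CPM (SD, n = 2) in the cytoplasmic and 4.68 ± 0.518 in the nuclear fraction. At 18-22 h it had 1.42 ± 0.066 CPM (SD, n = 2) in the cytoplasmic and 4.26 ± 0.556 in the nuclear fraction. These values rest on 107 to 533 counts per sample at 6-8 h and on 130 to 722 at 18-22 h. The cytoplasmic against nuclear log2 fold change was −1.42 (standard error 0.44, adjusted p = 0.00644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 6-8 h and −1.58 (standard error 0.44, adjusted p = 0.00315) at 18-22 h. A change between the stages was not detectable, at −0.16 (standard error 0.61, adjusted p = 0.871). For Cph the log2 fold change was −0.76 (standard error 0.24, adjusted p = 0.00641) at 6-8 h and 1.72 (standard error 0.24, adjusted p = 3.44e-06) at 18-22 h, a change of 2.48 (standard error 0.34, adjusted p = 1.25e-05). In whole embryos, Cph was higher at 18-22 h by 2.1 on the log2 scale (adjusted p = 8.4e-07), while the log2 fold change of CR32730 was −0.10 (adjusted p = 0.862).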

Expression of another lncRNA, *CR46003*, was first detected in the ventral column and was most highly enriched in early neuroblasts, but expression persisted in neuroblasts and early neurons (Fig. 3A). 

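CR46003 (FBgn0267665) lies on chromosome arm 3L of the release 6 genome from 10286945 to 10307968, on the minus strand, as an unspliced annotation whose longest transcript spans 21024 bases. Its TMM-normalized abundance at 6-8 h was 42.5 ± 22.2 CPM (SD, n = 2) in the cytoplasmic and 82.5 ± 12.6 in the nuclear fraction. At 18-22 h it was 42.5 ± 0.577 CPM (SD, n = 2) in the cytoplasmic and 68 ± 16.5 in the nuclear fraction. The cytoplasmic against nuclear log2 fold change was −0.96 (standard error 0.28, adjusted p = 0.00462 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 6-8 h and −0.68 (standard error 0.28, adjusted p = 0.0335) at 18-22 h. Both values were below the fold change threshold of 1. With library size as the only normalization, they were −2.06 and −2.15 and passed it. A change between the stages was not detectable, at 0.28 (standard error 0.40, adjusted p = 0.624). CR46004, which lies from 10306678 to 10320600 on the plus strand and overlaps CR46003 by exon sequence, had a log2 fold change of −3.50 (standard error 0.29, adjusted p = 7.97e-09) at 6-8 h and −1.93 (standard error 0.27, adjusted p = 3.48e-06) at 18-22 h.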

*CR46003* was one of the most abundant lncRNAs in our dataset and did not exhibit clear subcellular enrichment in either early or late embryos (Fig. 3C,D). Intriguingly, the transcription start site of *CR46003* is antisense to *CR46004*, which contains a miRNA implicated in behavior (Picao-Osorio et al., 2017) (Fig. S8B).

*CR44024* expression was first enriched in early neuroblasts and persisted through neuronal differentiation, and is predicted to be excluded from the intermediate and ventral columns and glia (Fig. 3A). This lncRNA is not predicted to exhibit distinct subcellular localization in early (6-8 h) embryos, but was moderately enriched in the cytoplasm at the end of embryogenesis (18-22 h, Fig. 3C). 

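CR44024 (FBgn0264794) lies on chromosome 4 of the release 6 genome from 427331 to 431769, on the plus strand, with 1 annotated transcript of 2 exons. In the cytoplasmic fraction it had 4.85 ± 1.62 TMM-normalized CPM (SD, n = 2) at 6-8 h and 40.3 ± 3.28 at 18-22 h. In the nuclear fraction it had 9.02 ± 0.937 CPM (SD, n = 2) at 6-8 h and 14.1 ± 1.43 at 18-22 h. The cytoplasmic against nuclear log2 fold change at 6-8 h was −0.89 (standard error 0.23, adjusted p = 0.00165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold change threshold of 1. At 18-22 h it was 1.52 (standard error 0.23, adjusted p = 8.4e-06). The change between the stages was 2.41 (standard error 0.32, adjusted p = 1.17e-05), and in whole embryos the log2 fold change from 6-8 h to 18-22 h was 2.1 (standard error 0.21, adjusted p = 5.89e-07). With library size as the only normalization, the log2 fold change was −2.01 at 6-8 h and 0.12 (standard error 0.33, adjusted p = 0.75) at 18-22 h. With each fraction weighted by its fitted share of whole-embryo RNA, the nuclear percentage was 41.0% at 6-8 h and 38.7% at 18-22 h. No spread was computed for these percentages, and the difference between them is too small to give a direction.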

*CR44024* was also one of the highly expressed lncRNAs in our dataset with expression on a par with protein-coding genes (Fig. 3D). The transcript is intergenic, and appears to be spliced, although not in accordance with its annotated transcript model (Fig. S8E).

In summary, DIV-MARIS predicted spatiotemporal expression of a number of lncRNAs during neurogenesis. Through the application of stringent criteria, we refined this list to a high-confidence selection of noncoding transcripts with diverse predicted expression patterns and properties. To confirm these predictions for several lncRNA candidates, we first visualized their expression in the context of a whole developing embryo.

### Neurogenic lncRNAs mark specific neuroglial subsets

To visualize lncRNA expression, we performed multiplex RNA fluorescent *in situ* hybridization (RNA-FISH; Kosman et al., 2004) against the five examples discussed above (*CR30009*, *cherub*, *CR46003*, *CR32730* and *CR44024*) together with neurogenic marker genes. Remarkably, RNA-FISH revealed exquisite spatiotemporal specificity of lncRNA expression for each of the lncRNAs tested.

*CR30009* – predicted by DIV-MARIS to be highly enriched in glia – was indeed co-expressed with *repo* as expected in clusters of glial cells as early as stage 9/10 (Fig. 4A,B, Fig. S9). *CR30009* remained co-expressed with most *repo*-expressing cells through stage 13/14 (Fig. 4C,D). However, timing of *CR30009* expression suggests it to be independent of *repo*, indicating that this lncRNA constitutes an earlier marker of the glial lineage than currently known*.* Although most *repo*-positive cells also expressed *CR30009* in stage 9-12 embryos, the lncRNA was largely expressed in small puncta within other cells in the ventral nerve cord and brain that are likely to be neuroblasts (Fig. 4A,B, Fig. S9). Accordingly, DIV-MARIS predicts *CR30009* expression in 4-6 h and 6-8 h *pros*-positive cells (Fig. 3A, Fig. S10). It is feasible, therefore, that the lncRNA *CR30009* constitutes the earliest neuroblast marker of the glial lineage identified to date, which accumulates into larger, brighter foci during early phases of glial differentiation (Figs S9, S10).

**Fig. 4.**
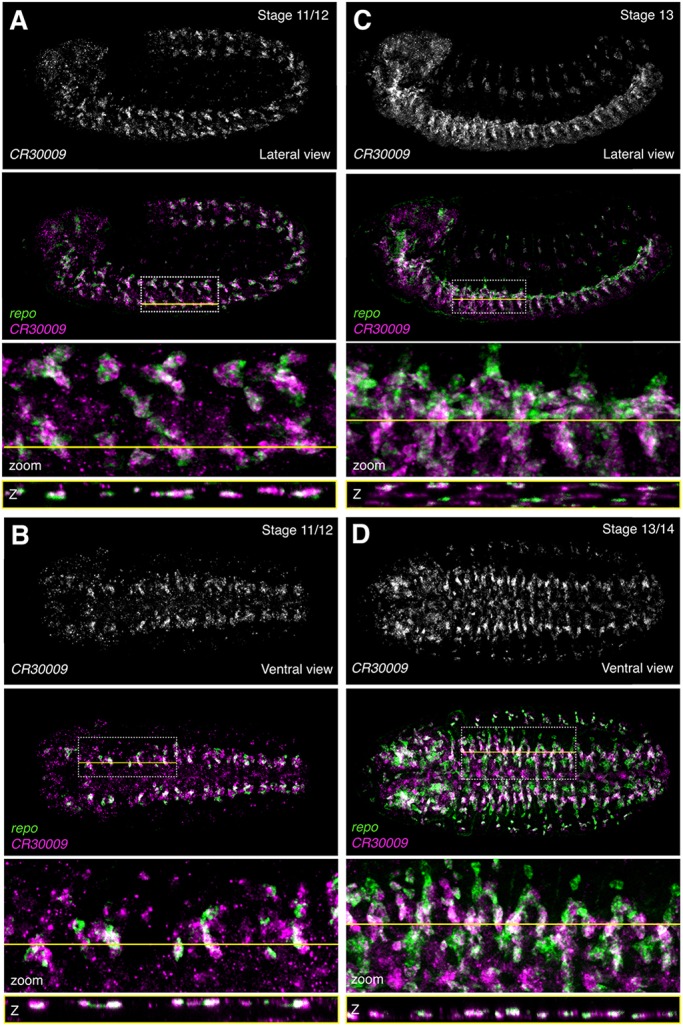
**The lncRNA *CR30009* is expressed in glial subsets.** RNA-FISH against *CR30009* and the glial marker *repo*. (A) Lateral view, stage 11/12. (B) Ventral view, stage 11/12. (C) Lateral view, stage 13. (D) Ventral view; stage 13/14. Top: *CR30009* alone; below: merge of *CR30009* (magenta) with *repo* (green). Second from bottom: enlargement of the region of interest (ROI) indicated by the dotted white box. Bottom: Slice through *z*-stack at the level indicated by the yellow line. Embryos are ∼500 µm along the long axis, oriented anterior leftwards and ventral downwards in lateral views.

RNA-FISH against the lncRNA *cherub* revealed strong spatiotemporal regulation of *cherub* broadly in accordance with DIV-MARIS, which predicted *cherub* to be strongly and specifically enriched in early (4-6 h) neuroblasts, and late (18-22 h) neurons and glia (Fig. 3A). We observed clear induction of *cherub* expression within six small clusters of cells in the ventral nerve cord during stage 12, each of which also expressed *pros* (Fig. 5A) and to a lesser degree, *elav* (Fig. 5B); both of these observations are in line with *cherub* constituting a neuroblast marker. During stage 13, *cherub* was seen in several additional clusters in the brain (Fig. 5B, Fig. S11A,B). By stage 14-15, *cherub* was very strongly expressed in multiple defined *pros* neuroblast clusters, but appeared to be excluded from mature neurons and glia (Fig. 5C,D, Figs S11C,D, S12), and remained strongly expressed through the remainder of embryogenesis (stage 16/17, Fig. S12B), in line with DIV-MARIS predictions (Fig. 3A).

**Fig. 5.**
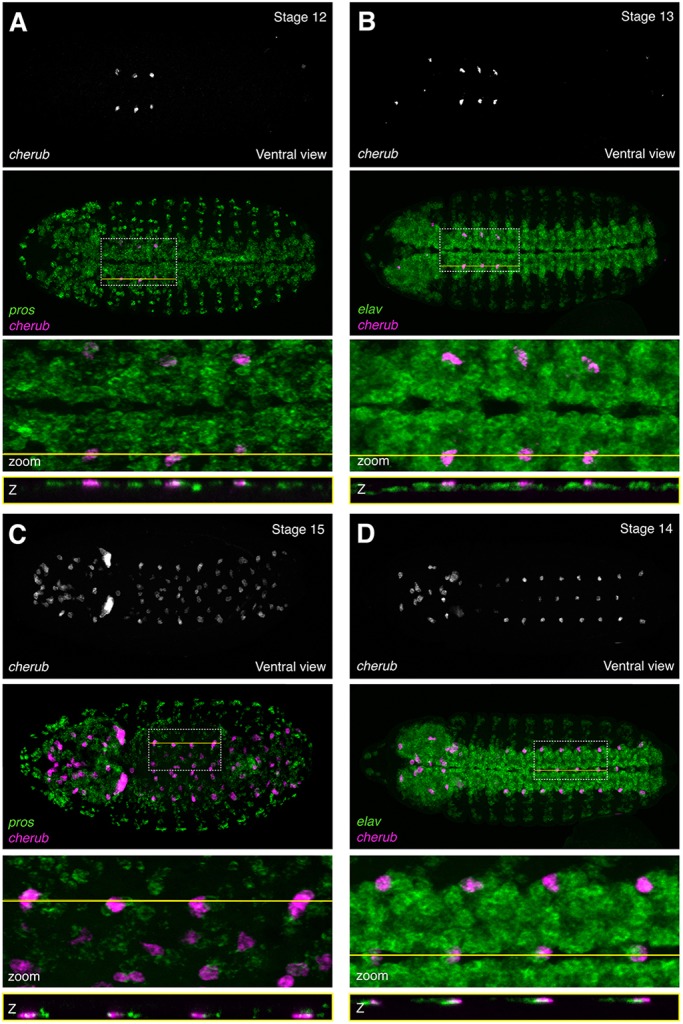
**The lncRNA *cherub* is expressed with strict spatiotemporal specificity primarily in a subset of neuroblasts.** RNA-FISH against *cherub*, the neuroblast marker *pros* and the neuronal marker *elav*. Ventral views. (A) *cherub* with *pros*; stage 12. (B) *cherub* with *elav*; stage 13. (C) *cherub* with *pros*; stage 15. (D) *cherub* with *elav*; stage 14. Top: *cherub* alone. Second from top: *cherub* (magenta) overlaid with marker (green). Second from bottom: enlargement of the region of interest (ROI) indicated by the dotted white box. Bottom: Slice through *z*-stack at the level indicated by the yellow line. Embryos are ∼500 µm along the long-axis, oriented anterior leftwards.

DIV-MARIS predicts similar spatiotemporal expression of *CR46003* and *CR32730* in neuroblasts and neurons (Fig. 3A). Indeed, RNA-FISH revealed very similar patterns of expression of the two lncRNAs. *CR46003* exhibited the earliest expression of all lncRNAs tested here and is was in a small cell cluster already at stage 5-6 (Fig. S13). By stage 9-10, punctate expression of *CR46003* appeared in defined *pros-*expressing clusters along the embryonic ventral midline (Fig. 6A), in agreement with the DIV-MARIS-predicted enrichment in cells of the ventral column and neuroblasts at 4-6 and 6-8 h AEL (Fig. 3A). *CR46003* expression expanded to a greater number of cells within and beyond the ventral nerve cord and brain from stage 11-13, many of which also expressed *pros* (Fig. 6B, Fig. S14A-C) and some expressed *elav* as well (Fig. S15). As predicted by DIV-MARIS, RNA-FISH demonstrated that *CR32730* follows a very similar pattern of expression to *CR46003* from stage 9-10 to stage 13 (Fig. 6, Fig. S14).

**Fig. 6.**
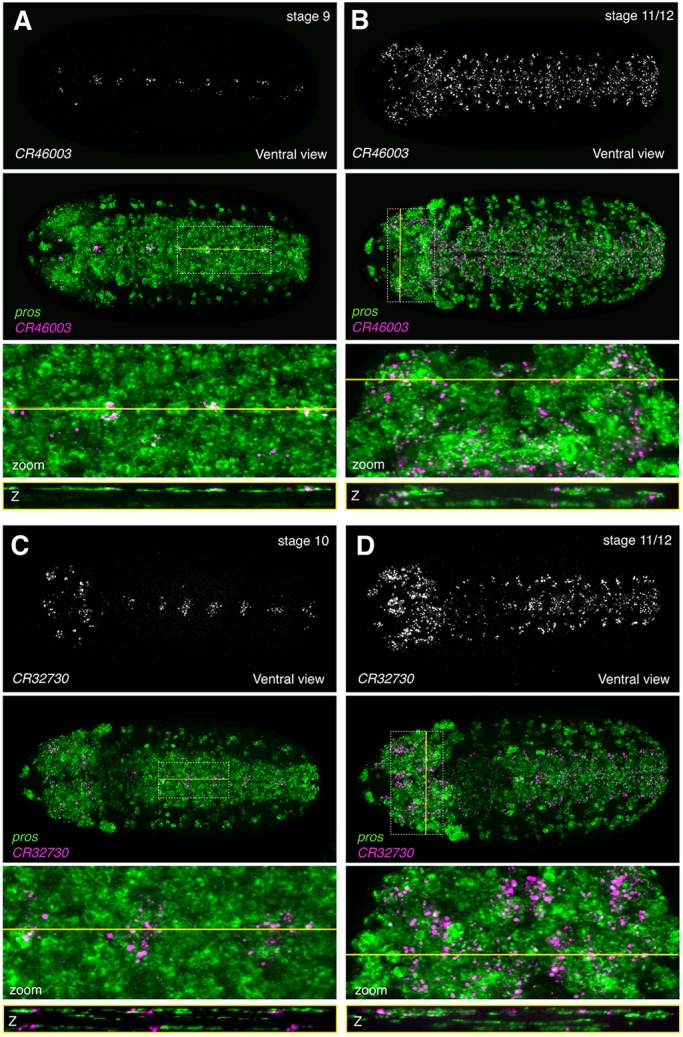
**The lncRNAs *CR46003* and *CR32730* are expressed with similar spatiotemporal specificity in a subset of neuroblasts.** RNA-FISH against *CR46003* and *CR32730* together with the neuroblast marker *pros*. Ventral views. (A) *CR46003*; stage 9. (B) *CR46003*; stage 11/12. (C) *CR32730*; stage 10. (D) *CR32730*; stage 11/12. Top: lncRNA alone. Second from top: lncRNA (magenta) overlaid with *pros* (green). Second from bottom: enlargement of the region of interest (ROI) indicated by the dotted white box. Bottom: Slice through *z*-stack at the level indicated by the yellow line. Embryos are ∼500 µm along the long axis, oriented anterior leftwards.

Although we were not able to detect the transient *CR44024* expression in early (stage 9-10) *pros*-positive neuroblasts as predicted by DIV-MARIS, we did observe that this lncRNA exhibits highly dynamic temporal regulation. At stage 12, *CR44024* was induced within small *elav*-positive clusters flanking the midline (Fig. S16). Starting at stage 13, *CR44024* was expressed much more broadly, yet was still restricted to subsets of *elav-* and *pros-*expressing cells within the ventral nerve cord and central brain (Fig. 7).

**Fig. 7.**
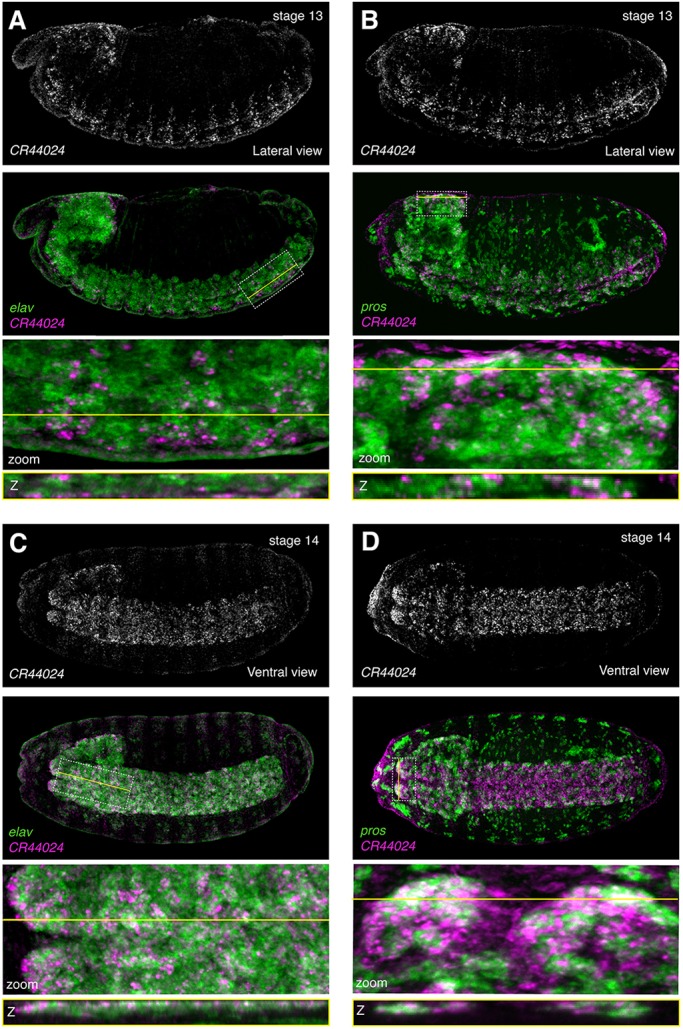
**The lncRNA *CR44024* is expressed later in embryogenesis in neuronal subsets.** RNA-FISH against *CR44024*, the neuroblast marker *pros* and the neuronal marker *elav*. (A) *CR44024* and *elav*; lateral view; stage 13. (B) *CR44024* and *pros*; lateral view; stage 13. (C) CR44024 and *elav*; ventral view; stage 14. (D) *CR44024* and *pros*; ventral view; stage 14. Top: *CR44024* alone. Second from top: *CR44024* (magenta) overlaid with marker (green). Second from bottom: enlargement of the region of interest (ROI) indicated by the dotted white box. Bottom: Slice through *z*-stack at the level indicated by the yellow line. Embryos are ∼500 µm along the long axis, oriented anterior leftwards and ventral downwards in lateral views.

Lastly, we assessed the subcellular localization of individual lncRNAs. 

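In the single replicates, the cytoplasmic fraction held 89.4% and 84.5% of the TMM-normalized counts of CR30009 at 6-8 h, and 97.7% and 95.8% at 18-22 h. For cherub, it held 76.0% and 72.6% at 6-8 h, and 95.2% and 94.0% at 18-22 h. All 4 percentages of each lncRNA lay above those of roX1, whose mean was 19.9% ± 2.39 (SD, n = 2) at 6-8 h and 16.4% ± 6.77 at 18-22 h. These percentages compare the fractions after TMM normalization, and the RNA content of a fraction is not part of them. Weighted by the fitted share of each fraction in whole-embryo RNA, the nuclear percentage of cherub was 11.4% at 6-8 h and 9.32% at 18-22 h, and that of CR30009 was 5.16% and 5.51%.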

For example, Fractionation-Seq (Fig. 3C) predicted *CR30009* and *cherub* to be predominantly cytoplasmic. This is supported for both lncRNAs by high-resolution confocal microscopy, as both transcripts were primarily detected in the cytoplasm (Fig. S17A,B). 

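In the single replicates, the cytoplasmic fraction held 38.9% and 26.7% of the TMM-normalized counts of CR46003 at 6-8 h, and 35.0% and 42.8% at 18-22 h. The percentages of CR32730 were 32.8% and 19.3% at 6-8 h, and 22.9% and 27.6% at 18-22 h. The log2 fold change of CR32730 passed the threshold of 1 towards the nuclear fraction at both stages, and that of CR46003 at neither stage in the model without pairing. In the paired model with a replicate block, CR46003 passed it at 6-8 h, with −1.05 (adjusted p = 8.18e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and not at 18-22 h, with −0.65. The pairing is from the sample labels, and the deviations of same-numbered samples had a correlation across genes of 0.52 at 6-8 h and 0.05 at 18-22 h, or 0.736 and 0.199 over genes above 5 CPM, and genes are not independent replicates. With each sample left out in turn, the log2 fold change of CR46003 stayed between −1.51 and −0.52 at 6-8 h and between −0.77 and −0.66 at 18-22 h. That of CR32730 stayed between −2.07 and −0.94 at 6-8 h and between −1.80 and −1.47 at 18-22 h. Weighted by the fitted share of each fraction in whole-embryo RNA, the nuclear percentage of CR46003 was 41.9% at 6-8 h and 75.2% at 18-22 h, and that of CR32730 was 49.8% and 84.8%.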

*CR46003* and *CR32730* both showed a slight bias for nuclear localization by Fractionation-Seq, which was confirmed by microscopy as both lncRNAs were clearly stained within the nucleus, though it should be noted that subnuclear puncta were observed (Fig. S17C,D). Similarly, *CR44024* appeared to be restricted primarily to the nucleus in the ventral nerve cord at stage 14 (Fig. S17E), matching the prediction.

The identification of such complex, yet specific, expression patterns highlights the importance of tissue- and cell type-specific expression analysis. Whole embryo studies, for example, not only lack spatial resolution, but expression signatures – even of highly expressed genes – may be lost if their expression is specific to a small-enough subset of cells. Here, we provide a map for the cell type-specific expression of coding, as well as noncoding, RNAs over the course of embryonic neurogenesis in the developing *Drosophila* embryo. Although hundreds of coding and dozens of lncRNAs are deployed with specific spatial and temporal dynamics, it should be noted that direct imaging of expression within a spatial context can reveal nuances of expression that is beyond the resolution of many cell type-specific genomic approaches.

## DISCUSSION

Complex tissues are defined by the intricate interplay of individual cell types that differ in their gene expression programs. Tissue culture has long been an important tool for the genome-wide investigation of cellular responses as it avoids much of the heterogeneity inherent to living tissues. Unfortunately, it is often precisely this heterogeneity and the dynamic contacts between cells and tissues that shape cellular identities and transcriptomic responses. Hence, to determine the gene regulatory programs that drive complex organismal development, it is crucial to (1) preserve the cellular interactions *in vivo*, (2) acquire genome-wide transcriptomic data with spatial and/or cell-type resolution, and (3) assure temporal resolution.

### DIV-MARIS to investigate global cell type-specific gene expression dynamics

To investigate the transcriptome dynamics over the course of neurogenesis from primordial to neuronal and glial identities, we developed a method of isolating specific cell types from *Drosophila* embryos with resolution in time and space. DIV-MARIS is widely applicable and can be employed for spatiotemporal transcriptional profiling of basically any cell type of interest in the *Drosophila* embryo and other complex tissues, as long as markers allowing for sorting a cell type of interest are available (i.e. appropriate antibodies or transgenic markers e.g. enhancer-reporter constructs). DIV-MARIS employs chemical cross-linking of the cellular material, thus ensuring that the developmental status quo is preserved, and elaborate sorting strategies based on multiple markers, which could be devised to fine-tune the sub-population selection one wishes to purify (Molyneaux et al., 2015).

Here, we purified fixed cells based on markers of specific neurogenic cell populations in the early *Drosophila* embryo. DIV-MARIS faithfully resolved known expression patterns of neurogenic protein-coding genes, but also identified cell type-specific expression of additional genes with yet unknown neurogenic functions; neuroglial expression was confirmed by *in situ* hybridization for a few dozen mRNAs, but hundreds more are predicted to exhibit spatiotemporal expression over the course of early neurogenesis. This compendium lays the groundwork for a comprehensive understanding of the mechanisms driving early neurogenesis and, given that many of the spatiotemporally expressed genes encode regulatory factors such as transcription factors and signaling molecules, careful examination of their neurogenic roles will be required.

### Identification of spatiotemporal lncRNA expression

This study has identified many cell type-specific lncRNAs with potential neurogenic function. We emphasize that this is not yet an exhaustive list of lncRNAs expressed in the nervous system, as our filtering criteria were conservative. Instead, we focused on a high-confidence set of 13 lncRNAs with a variety of expression and transcript characteristics. Given that these noncoding transcripts are (1) temporally expressed in specialized cell types and subtypes of the nervous system, (2) moderately-to-highly abundant and (3) often exhibit hallmarks of RNA processing (such as splicing and nuclear-cytoplasmic shuttling), these lncRNAs appear to be subject to regulated expression rather than being by-products of spurious transcription.

Notably, we did not identify any lncRNAs with expression restricted to the early neuroectodermal columns. According to DIV-MARIS, there is some enrichment of *CR30009* in the intermediate column and *CR46003* in the ventral column (Fig. 3A), but as the respective territorial markers of the ventral and intermediate columns are still detectable in the neuroblast progenitors, this expression may be specific to neuroblasts, in which higher enrichment is observed. High and specific lncRNA expression appears to be a feature of differentiating and differentiated cell types of the nervous system, rather than of primordial territories.

Multiplex RNA-FISH shows that lncRNAs often exhibit a high degree of cell-type specificity. Though co-expression was generally detected with cell type-specific markers, as predicted by DIV-MARIS, we could observe much more nuanced spatiotemporal lncRNA regulation than we could have predicted – the noncoding transcripts investigated here tended to be expressed in highly specific subsets of neurogenic cell types (Figs 4–7). It is therefore feasible that these lncRNAs perform highly specialized functions in subsets of cells contributing to discrete regions of the nervous system.

For example, *CR46003* and *CR32730* are the first lncRNAs that appear to specifically mark midline and midline-proximal structures (Fig. 6, Fig. S14). Given the midline's highly specialized role as a signaling and organizing center (Wheeler et al., 2006; Crews, 2010; Zhou et al., 1995), it is intriguing to speculate that such lncRNAs may help shape the midline fates. Although lncRNAs were enriched in a variety of neurogenic populations, *CR30009* was consistently and highly enriched in *repo-*positive glia and to some degree in *pros*-expressing neuroblasts (Fig. 4, Figs S9, S10). It is feasible that *CR30009* may play a role in the priming of glial fates from the earliest stages of differentiation, possibly mediating the transition from neuroblasts and GMCs to specifically the glial fate. As most glia in the *Drosophila* embryonic CNS originate from the lateral column, it will be of interest to determine whether *CR30009* expression and function are limited to glia of the lateral neurogenic ectoderm, or present in ventral column-derived glia as well.

Are these lncRNAs functional? *cherub* serves as a nice example arguing that several of them likely are. The lncRNA *cherub* was recently identified as a highly upregulated transcript in neuroblast-derived tumors in larvae (Landskron et al., 2018). In larvae, *cherub* is asymmetrically inherited by the self-renewing neuroblast to allow fate progression of the sibling cell and *cherub*’s specific predicted enrichment in embryonic neuroblasts (Fig. 3A) indicates that this lncRNA could exhibit a similar function in the early embryo. However, the precise temporal regulation of *cherub* was surprising, as RNA-FISH identified its presence not in early, but in differentiating and fully differentiated neurons and glia by the end of embryogenesis (Fig. 5, Figs S11, S12).

Intricate spatiotemporal expression regulation is a hallmark of many lncRNAs (Wilk et al., 2016; Karaiskos et al., 2017; Landskron et al., 2018). Various lncRNAs have been demonstrated to play diverse biological roles – nuclear and cytoplasmic – from integral parts of riboprotein complexes, to regulating dosage compensation, to affecting genome topology. lncRNA complexity has been reported to be especially pronounced in the nervous system (Briggs et al., 2015; Molyneaux et al., 2015) and even early stages of embryonic neurogliogenesis appear to be no exception. However, the challenge clearly remains to unravel the neurogenic roles of these putative noncoding regulators, and the molecular mechanisms by which they act. This study represents a valuable resource for understanding transcriptome complexity in the emerging nervous system and it lays the basis for further studies into the mechanisms by which noncoding genes, but also hundreds of specifically deployed coding genes, shape nervous system development.

## MATERIALS AND METHODS

### Fly lines

For details of fly strains and husbandry, see supplementary Materials and Methods.

### FACS purification and RNA isolation using DIV-MARIS

Briefly, embryos were dissociated into single-cell suspensions, and cells were fixed in 4% formaldehyde. Fixed cell suspensions were immunostained under RNase-free conditions and FACS-purified using a FACS-AriaII cell sorter (BD Biosciences). Marker-enriched and -depleted cell populations were collected in biological duplicates. FACS-purified cells were subject to cross-link reversal and proteinase K digestion prior to RNA isolation. Additional experimental details for DIV-MARIS are provided in the supplementary Materials and Methods; primary and secondary antibodies used in this study are listed in Table S6.

### Nuclear-cytoplasmic fractionation

Cytoplasmic and nuclear extracts were isolated from whole *Drosophila* embryos by detergent-based hypotonic lysis for RNA isolation. Additional experimental details are provided in the supplementary Materials and Methods.

### Quantitative RT-PCR (qPCR)

qPCR was performed using standard SYBR Green, with the Bio-Rad CFX96 Touch Real-Time PCR Detection System. Additional information is available in the supplementary Materials and Methods; qPCR primer sequences are listed in Table S7.

### Library preparation and RNA-sequencing

All RNA-seq libraries were constructed using the NuGEN Ovation *Drosophila* RNA-Seq System with 10-100 ng total RNA input. Library concentration was quantified using the Qubit dsDNA HS Assay (Thermo Fisher Scientific, Q32854) and quality was determined on a BioAnalyzer using Agilent High Sensitivity DNA Kits (Agilent, 5067-4626). All libraries were sequenced on the Illumina HiSeq4000 at a mean depth of 62.5 million 75 bp paired-end reads per sample. RNA-seq datasets generated for this study are detailed in Tables S10 and S11.

### Bioinformatic analysis of RNA-seq data

Sequencing files were demultiplexed using bcl2fastq (v2.19, Illumina), and quality determined using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). A genomic reference index for *Drosophila melanogaster* was constructed with RSEM using the most recent genome build (BDGP release 6) and transcriptome annotation (Release 6.15) obtained from Flybase (www.flybase.org). Annotations used for lncRNAs have been described by Young et al. (2012). Paired-end reads were pseudo-aligned to the RSEM reference index using Salmon (Release 0.8.1) using the following parameters: $ salmon quant --libType ISF –seqBias –gcBias –posBias -p 8 --numBootstraps 100.

Gene-level counts were prepared for differential expression analysis with tximport as part of the Bioconductor package (Release 3.5). Feature length-scaled TPM values were calculated with tximport using the following command: >tximport(files, type=“salmon”, countsFromAbundance=“lengthScaledTPM”, tx2gene=tx2gene).

Given the cell-type heterogeneity between samples in this dataset, we used normalized counts instead of TPM or FPKM for more accurate inter-sample comparisons of gene abundance. We normalized gene-level counts via variance stabilizing transformation (Table S1). Variance-stabilized transformed counts, principal component analysis, and differential expression were calculated using DESeq2 (Love et al., 2014) as part of the Bioconductor package (Release 3.5), using default parameters.

### PhyloCSF

PhyloCSF uses substitutions and codon frequencies in a genome alignment of 23 drosophilid species to distinguish the evolutionary signature of selection for protein-coding function (Lin et al., 2011). For each transcript, PhyloCSF generates a score for the putative open reading frame (ORF) with highest coding potential; transcripts with positive scores are more likely to be protein coding. The candidate ORFs, their PhyloCSF scores, and other related information are included in Table S5.

Briefly, local alignments used for PhyloCSF were extracted from the 23-drosophilid subset of the 27-way MULTIZ insect whole-genome alignments (Blanchette et al., 2004), downloaded from UCSC: http://hgdownload.soe.ucsc.edu/goldenPath/dm6/multiz27way/ (Tyner et al., 2017). PhyloCSF scores were computed using the 23flies parameters with the options ‘-f3 --orf=ATGStop --allScores --bls’, which computes the score of every ORF within the transcript that begins with ATG, is followed by a stop codon, and is at least the default length of 25 codons. Because CR44272 has no putative ORFs that long, we used ‘--minCodons=19’ to lower the threshold for that gene to the length of its longest putative ORF. We then selected the ORF in each transcript having the highest PhyloCSF score. The reported ‘ScorePerCodon’ is the PhyloCSF score divided by the number of codons in the putative ORF. To identify potential cases in which one of the transcripts under consideration contains part of a coding ORF but the complete ORF is in an unidentified overlapping transcript, we also ran PhyloCSF using the --orf=StopStop3 option, with --minCodons=10, which looks for ORF fragments ending in a stop codon. However, that did not identify any plausible partial coding ORFs. The PhyloCSF track images in Fig. 3 and Fig. S6 are overlays of the ‘Smoothed PhyloCSF’ tracks in all three frames on the appropriate strand, from the PhyloCSF track hub in the UCSC genome browser, documented at: https://data.broadinstitute.org/compbio1/PhyloCSFtracks/trackHub/hub.DOC.html.

### Generation of coverage plots

The strand-specific and paired-end RNA-seq reads were mapped to the *Drosophila melanogaster* reference genome dm6 with the splicing-aware mapper STAR v2.5.3a (Dobin et al., 2013) using default parameters and a *Drosophila*-specific adjustment for maximum intron length and mate distance of 50 kb. The resulting BAM files were filtered to include only uniquely mapping read pairs and then converted into strand-specific genome coverage tracks in BigWig format for visualization in the UCSC genome browser (Kent et al., 2010; Raney et al., 2014) using the stranded-coverage (https://github.com/pmenzel/stranded-coverage) and wigToBigWig from the UCSC genome browser tools.

### Immunohistochemistry and FISH

Immunohistochemistry and RNA-FISH were performed as previously described (Kosman et al., 2004; Karaiskos et al., 2017). Primary and secondary antibodies used in this study are listed in Table S6. The procedure for probe synthesis is detailed in supplementary Materials and Methods, and RNA probes are listed in Tables S8 and S9.

### Microscopy

Confocal stacks were imaged at BIMSB/MDC using a Leica SP8 equipped with 405 nm laser diode, white light laser, and hybrid detectors, with a 20× glycerol objective. For each field of view, 65-85 slices were acquired using ∼AU=1 pinholes and taking care not to saturate signal. Appropriate slices were maximum intensity projected. Imaging work at the BioFrontiers Institute's Advanced Light Microscopy Core was carried out on either a Nikon A1R laser scanning confocal microscope (NIST-CU Cooperative Agreement 70NANB15H226) or on a Nikon Ti-E spinning disc confocal microscope (BioFrontiers Institute, Howard Hughes Medical Institute).

## Supplementary Material

Supplementary information

## References

[DEV175265C1] BeckervordersandforthR. M., RickertC., AltenheinB. and TechnauG. M. (2008). Subtypes of glial cells in the Drosophila embryonic ventral nerve cord as related to lineage and gene expression. *Mech. Dev.* 125, 542-557. 10.1016/j.mod.2007.12.00418296030

[DEV175265C2] BergerC., RennerS., LüerK. and TechnauG. M. (2007). The commonly used marker ELAV is transiently expressed in neuroblasts and glial cells in the Drosophila embryonic CNS. *Dev. Dyn.* 236, 3562-3568. 10.1002/dvdy.2137217994541

[DEV175265C3] BierE. and De RobertisE. M. (2015). Embryo development. BMP gradients: a paradigm for morphogen-mediated developmental patterning. *Science* 348, aaa5838-aaa5838 10.1126/science.aaa583826113727

[DEV175265C4] BlanchetteM., KentW. J., RiemerC., ElnitskiL., SmitA. F., RoskinK. M., BaertschR., RosenbloomK. and ClawsonH. (2004). Aligning multiple genomic sequences with the threaded blockset aligner. *Genome Res.* 14, 708-715. 10.1101/gr.193310415060014PMC383317

[DEV175265C6] BriggsJ. A., WolvetangE. J., MattickJ. S., RinnJ. L. and BarryG. (2015). Mechanisms of long non-coding RNAs in mammalian nervous system development, plasticity, disease, and evolution. *Neuron* 88, 861-877. 10.1016/j.neuron.2015.09.04526637795

[DEV175265C7] BroadusJ., SkeathJ. B., SpanaE. P., BossingT., TechnauG. and DoeC. Q. (1995). New neuroblast markers and the origin of the aCC/pCC neurons in the Drosophila central nervous system. *Mech. Dev.* 53, 393-402. 10.1016/0925-4773(95)00454-88645605

[DEV175265C8] BrownJ. B., BoleyN., EismanR., MayG. E., StoiberM. H., DuffM. O., BoothB. W., WenJ., ParkS., SuzukiA. M.et al. (2014). Diversity and dynamics of the Drosophila transcriptome. *Nature* 512, 393-399. 10.1038/nature1296224670639PMC4152413

[DEV175265C9] Campos-OrtegaJ. A. (1995). Genetic mechanisms of early neurogenesis in Drosophila melanogaster. *Mol. Neurobiol.* 10, 75-89. 10.1007/BF027406687576311

[DEV175265C10] ChenB., ZhangY., ZhangX., JiaS., ChenS. and KangL. (2016). Genome-wide identification and developmental expression profiling of long noncoding RNAs during Drosophila metamorphosis. *Sci. Rep.* 6, 23330 10.1038/srep2333026996731PMC4800424

[DEV175265C11] ChenL.-L. (2016). Linking long noncoding RNA localization and function. *Trends Biochem. Sci.* 41, 761-772. 10.1016/j.tibs.2016.07.00327499234

[DEV175265C12] CowdenJ. and LevineM. (2003). Ventral dominance governs sequential patterns of gene expression across the dorsal-ventral axis of the neuroectoderm in the Drosophila embryo. *Dev. Biol.* 262, 335-349. 10.1016/S0012-1606(03)00395-614550796

[DEV175265C13] CrewsS. T. (2010). Axon-glial interactions at the Drosophila CNS midline. *Cell Adh. Migr.* 4, 1-5. 10.4161/cam.4.1.1020820009529PMC2852560

[DEV175265C14] DobinA., DavisC. A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM. and GingerasT. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21. 10.1093/bioinformatics/bts63523104886PMC3530905

[DEV175265C15] DoeC. Q. (1992). Molecular markers for identified neuroblasts and ganglion mother cells in the Drosophila central nervous system. *Development* 116, 855-863.129573910.1242/dev.116.4.855

[DEV175265C16] DoeC. Q. (2017). Temporal patterning in the Drosophila CNS. *Annu. Rev. Cell Dev. Biol.* 33, 219-240. 10.1146/annurev-cellbio-111315-12521028992439

[DEV175265C17] GoffL. A., GroffA. F., SauvageauM., Trayes-GibsonZ., Sanchez-GomezD. B., MorseM., MartinR. D., ElcavageL. E., LiapisS. C., Gonzalez-CeleiroM.et al. (2015). Spatiotemporal expression and transcriptional perturbations by long noncoding RNAs in the mouse brain. *Proc. Natl Acad. Sci. USA* 112, 6855-6862. 10.1073/pnas.141126311226034286PMC4460505

[DEV175265C18] GraveleyB. R., BrooksA. N., CarlsonJ. W., DuffM. O., LandolinJ. M., YangL., ArtieriC. G., Van BarenM. J., BoleyN., BoothB. W.et al. (2011). The developmental transcriptome of Drosophila melanogaster. *Nature* 471, 473-479. 10.1038/nature0971521179090PMC3075879

[DEV175265C19] HammondsA. S., BristowC. A., FisherW. W., WeiszmannR., WuS., HartensteinV., KellisM., YuB., FriseE. and CelnikerS. E. (2013). Spatial expression of transcription factors in Drosophila embryonic organ development. *Genome Biol.* 14, R140 10.1186/gb-2013-14-12-r14024359758PMC4053779

[DEV175265C20] HeckscherE. S., LongF., LaydenM. J., ChuangC.-H., ManningL., RichartJ., PearsonJ. C., CrewsS. T., PengH., MyersE.et al. (2014). Atlas-builder software and the eNeuro atlas: resources for developmental biology and neuroscience. *Development* 141, 2524-2532. 10.1242/dev.10872024917506PMC4050700

[DEV175265C21] HomemC. C. F. and KnoblichJ. A. (2012). Drosophila neuroblasts: a model for stem cell biology. *Development* 139, 4297-4310. 10.1242/dev.08051523132240

[DEV175265C22] HrvatinS., DengF., O'DonnellC. W., GiffordD. K. and MeltonD. A. (2014). Maris: method for Analyzing RNA following intracellular sorting K. Aalto-Setala, ed. *PLoS ONE* 9, e89459–6 10.1371/journal.pone.008945924594682PMC3940959

[DEV175265C23] InagakiS., NumataK., KondoT., TomitaM., YasudaK., KanaiA. and KageyamaY. (2005). Identification and expression analysis of putative mRNA-like non-coding RNA in Drosophila. *Genes Cells* 10, 1163-1173. 10.1111/j.1365-2443.2005.00910.x16324153

[DEV175265C24] KaraiskosN., WahleP., AllesJ., BoltengagenA., AyoubS., KiparC., KocksC., RajewskyN. and ZinzenR. P. (2017). The Drosophila embryo at single-cell transcriptome resolution. *Science* 358, 194-199. 10.1126/science.aan323528860209

[DEV175265C25] KentW. J., ZweigA. S., BarberG., HinrichsA. S. and KarolchikD. (2010). BigWig and BigBed: enabling browsing of large distributed datasets. *Bioinformatics* 26, 2204-2207. 10.1093/bioinformatics/btq35120639541PMC2922891

[DEV175265C26] KosmanD., MizutaniC. M., LemonsD., CoxW. G., McGinnisW. and BierE. (2004). Multiplex detection of RNA expression in Drosophila embryos. *Science* 305, 846-846 10.1126/science.109924715297669

[DEV175265C27] KunischM., HaenlinM. and Campos-OrtegaJ. A. (1994). Lateral inhibition mediated by the Drosophila neurogenic gene delta is enhanced by proneural proteins. *Proc. Natl Acad. Sci. USA* 91, 10139-10143. 10.1073/pnas.91.21.101397937851PMC44973

[DEV175265C28] LaiE. C. (2004). Notch signaling: control of cell communication and cell fate. *Development* 131, 965-973. 10.1242/dev.0107414973298

[DEV175265C29] LandgrafM., BossingT., TechnauG. M. and BateM. (1997). The origin, location, and projections of the embryonic abdominal motorneurons of Drosophila. *J. Neurosci.* 17, 9642-9655. 10.1523/JNEUROSCI.17-24-09642.19979391019PMC6573408

[DEV175265C30] LandskronL., SteinmannV., BonnayF., BurkardT. R., SteinmannJ., ReichardtI., HarzerH., LaurensonA.-S., ReichertH. and KnoblichJ. A. (2018). The asymmetrically segregating lncRNA cherub is required for transforming stem cells into malignant cells. *eLife* 7, R106 10.7554/eLife.31347PMC587133029580384

[DEV175265C31] LécuyerE., YoshidaH., ParthasarathyN., AlmC., BabakT., CerovinaT., HughesT. R., TomancakP. and KrauseH. M. (2007). Global analysis of mRNA localization reveals a prominent role in organizing cellular architecture and function. *Cell* 131, 174-187. 10.1016/j.cell.2007.08.00317923096

[DEV175265C32] LiM. and LiuL. (2015). Neural functions of long noncoding RNAs in Drosophila. *J. Comp. Physiol. A Neuroethol. Sens. Neural Behav. Physiol.* 201, 921-926. 10.1007/s00359-014-0937-825223318

[DEV175265C33] LinM. F., JungreisI. and KellisM. (2011). PhyloCSF: a comparative genomics method to distinguish protein coding and non-coding regions. *Bioinformatics* 27, i275-i282. 10.1093/bioinformatics/btr20921685081PMC3117341

[DEV175265C34] LiuS. J., NowakowskiT. J., PollenA. A., LuiJ. H., HorlbeckM. A., AttenelloF. J., HeD., WeissmanJ. S., KriegsteinA. R., DiazA. A.et al. (2016). Single-cell analysis of long non-coding RNAs in the developing human neocortex. *Genome Biol.* 17, 67 10.1186/s13059-016-0932-127081004PMC4831157

[DEV175265C35] LoveM. I., HuberW. and AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550 10.1186/s13059-014-0550-825516281PMC4302049

[DEV175265C36] McgovernV. L., PacakC. A., SewellS. T., TurskiM. L. and SeegerM. A. (2003). A targeted gain of function screen in the embryonic CNS of Drosophila. *Mech. Dev.* 120, 1193-1207. 10.1016/S0925-4773(03)00159-X14568107

[DEV175265C37] MolyneauxB. J., GoffL. A., BrettlerA. C., ChenH.-H., BrownJ. R., HrvatinS., RinnJ. L. and ArlottaP. (2015). DeCoN: genome-wide analysis of in vivo transcriptional dynamics during pyramidal neuron fate selection in neocortex. *Neuron* 85, 275-288. 10.1016/j.neuron.2014.12.02425556833PMC4430475

[DEV175265C38] Picao-OsorioJ., Lago-BaldaiaI., PatraquimP. and AlonsoC. R. (2017). Pervasive behavioral effects of microRNA regulation in Drosophila. *Genetics* 206, 1535-1548. 10.1534/genetics.116.19577628468905PMC5500149

[DEV175265C39] RaneyB. J., DreszerT. R., BarberG. P., ClawsonH., FujitaP. A., WangT., NguyenN., PatenB., ZweigA. S., KarolchikD.et al. (2014). Track data hubs enable visualization of user-defined genome-wide annotations on the UCSC Genome Browser. *Bioinformatics* 30, 1003-1005. 10.1093/bioinformatics/btt63724227676PMC3967101

[DEV175265C40] RickertC., KunzT., HarrisK.-L., WhitingtonP. M. and TechnauG. M. (2011). Morphological characterization of the entire interneuron population reveals principles of neuromere organization in the ventral nerve cord of Drosophila. *J. Neurosci.* 31, 15870-15883. 10.1523/JNEUROSCI.4009-11.201122049430PMC6623031

[DEV175265C41] RogersW. A., GoyalY., YamayaK., ShvartsmanS. Y. and LevineM. S. (2017). Uncoupling neurogenic gene networks in the Drosophila embryo. *Genes Dev.* 31, 634-638. 10.1101/gad.297150.11728428262PMC5411704

[DEV175265C42] SandlerJ. E. and StathopoulosA. (2016). Stepwise progression of embryonic patterning. *Trends Genet.* 32, 432-443. 10.1016/j.tig.2016.04.00427230753PMC5065017

[DEV175265C43] SantiagoC., LabradorJ.-P. and BashawG. J. (2014). The homeodomain transcription factor Hb9 controls axon guidance in Drosophila through the regulation of Robo receptors. *Cell Rep.* 7, 153-165. 10.1016/j.celrep.2014.02.03724685136PMC4128229

[DEV175265C44] SauvageauM., GoffL. A., LodatoS., BonevB., GroffA. F., GerhardingerC., Sanchez-GomezD. B., HacisuleymanE., LiE., SpenceM.et al. (2013). Multiple knockout mouse models reveal lincRNAs are required for life and brain development. *eLife* 2, e01749 10.7554/eLife.0174924381249PMC3874104

[DEV175265C46] SkeathJ. B. and ThorS. (2003). Genetic control of Drosophila nerve cord development. *Curr. Opin. Neurobiol.* 13, 8-15. 10.1016/S0959-4388(03)00007-212593977

[DEV175265C47] SkeathJ. B., PanganibanG. F. and CarrollS. B. (1994). The ventral nervous system defective gene controls proneural gene expression at two distinct steps during neuroblast formation in Drosophila. *Development* 120, 1517-1524.805036010.1242/dev.120.6.1517

[DEV175265C48] Sousa-NunesR., ChengL. Y. and GouldA. P. (2010). Regulating neural proliferation in the Drosophila CNS. *Curr. Opin. Neurobiol.* 20, 50-57. 10.1016/j.conb.2009.12.00520079625

[DEV175265C49] TomancakP., BeatonA., WeiszmannR., KwanE., ShuS. Q., LewisS. E., RichardsS., AshburnerM., HartensteinV., CelnikerS. E.et al. (2002). Systematic determination of patterns of gene expression during Drosophila embryogenesis. *Genome Biol.* 3, RESEARCH0088 10.1186/gb-2002-3-12-research008812537577PMC151190

[DEV175265C50] TomancakP., BermanB. P., BeatonA., WeiszmannR., KwanE., HartensteinV., CelnikerS. E. and RubinG. M. (2007). Global analysis of patterns of gene expression during Drosophila embryogenesis. *Genome Biol.* 8, R145 10.1186/gb-2007-8-7-r14517645804PMC2323238

[DEV175265C51] TynerC., BarberG. P., CasperJ., ClawsonH., DiekhansM., EisenhartC., FischerC. M., GibsonD., GonzalezJ. N., GuruvadooL.et al. (2017). The UCSC genome browser database: 2017 update. *Nucleic Acids Res.* 45, D626-D634. 10.1093/nar/gkw113427899642PMC5210591

[DEV175265C52] Von OhlenT. and DoeC. Q. (2000). Convergence of dorsal, dpp, and egfr signaling pathways subdivides the drosophila neuroectoderm into three dorsal-ventral columns. *Dev. Biol.* 224, 362-372. 10.1006/dbio.2000.978910926773

[DEV175265C53] WeissJ. B., Von OhlenT., MellerickD. M., DresslerG., DoeC. Q. and ScottM. P. (1998). Dorsoventral patterning in the Drosophila central nervous system: the intermediate neuroblasts defective homeobox gene specifies intermediate column identity. *Genes Dev.* 12, 3591-3602. 10.1101/gad.12.22.35919832510PMC317240

[DEV175265C54] WenK., YangL., XiongT., DiC., MaD., WuM., XueZ., ZhangX., LongL., ZhangW.et al. (2016). Critical roles of long noncoding RNAs in Drosophila spermatogenesis. *Genome Res.* 26, 1233-1244. 10.1101/gr.199547.11527516619PMC5052038

[DEV175265C55] WheelerS. R., KearneyJ. B., GuardiolaA. R. and CrewsS. T. (2006). Single-cell mapping of neural and glial gene expression in the developing Drosophila CNS midline cells. *Dev. Biol.* 294, 509-524. 10.1016/j.ydbio.2006.03.01616631157PMC2718739

[DEV175265C56] WheelerS. R., StaggS. B. and CrewsS. T. (2009). MidExDB: a database of Drosophila CNS midline cell gene expression. *BMC Dev. Biol.* 9, 56 10.1186/1471-213X-9-5619903351PMC2777870

[DEV175265C57] WilkR., HuJ., BlotskyD. and KrauseH. M. (2016). Diverse and pervasive subcellular distributions for both coding and long noncoding RNAs. *Genes Dev.* 30, 594-609. 10.1101/gad.276931.11526944682PMC4782052

[DEV175265C58] YoungR. S., MarquesA. C., TibbitC., HaertyW., BassettA. R., LiuJ.-L. and PontingC. P. (2012). Identification and Properties of 1,119 Candidate LincRNA Loci in the Drosophila melanogaster Genome. *Genome Biol. Evol.* 4, 427-442. 10.1093/gbe/evs02022403033PMC3342871

[DEV175265C59] ZhouL., HashimiH., SchwartzL. M. and NambuJ. R. (1995). Programmed cell death in the Drosophila central nervous system midline. *Curr. Biol.* 5, 784-790. 10.1016/S0960-9822(95)00155-27583125

How the deposited data were processed for this re-analysis (not part of the article)

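The 12 samples were RNA from the cytoplasmic fraction, the nuclear fraction and whole embryos of Drosophila melanogaster at 6-8 h and 18-22 h AEL, with 2 replicates of each. The cell type-specific libraries of the paper were not analysed here. The authors pseudo-aligned paired-end reads with Salmon, with correction for sequence, GC and position bias, to transcripts of the release 6 genome with FlyBase annotation. The deposited TPM values are read numbers divided by effective length and scaled to the same sum in each sample. The deposited estimated counts (expected counts) are Salmon's number of reads per transcript, without normalization and mostly not whole numbers. The other deposited quantity is the effective length of each transcript in bases after bias correction. The authors then summarised transcripts to genes with tximport as length-scaled TPM counts, and normalized them by the variance stabilizing transformation of DESeq2.

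The files held 34428 transcripts each. Of these, 34123 were joined to 17257 genes of the annotation used here, 13802 of them protein-coding and 1928 long noncoding, and 305 were left out. The total of estimated counts per sample was between 73127429 and 173409067. Mitochondrial genes were not analysed here. Length-scaled counts were computed with the formula of tximport and rounded. The fits used edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3.

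The nuclear and cytoplasmic samples were compared in one fit of 8 samples with 4 group means, with TMM normalization and edgeR's quasi-likelihood test. Each edgeR standard error is the absolute log2 fold change over the square root of that test's F statistic. It was not taken from the fitted coefficient. Genes with at least 10 counts in at least 2 samples were tested, 17028 in all. The p-values were adjusted over the genes tested by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 1. The change between the stages was tested as an interaction contrast. Whole embryo was compared with both fractions of its stage in a fit of all 12 samples with 6 group means, in which 17035 genes were tested. The percentage of a gene in the cytoplasmic fraction was its TMM-normalized CPM there over the sum of both fractions, per replicate number. The medians over gene classes are descriptions, since genes are not independent replicates. Each group has 2 samples, which limits the precision of every SD, and no count of regrouped samples was made.

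The nuclear share of whole-embryo RNA was fitted per stage and replicate as a mixture of the fractions, on CPM without TMM factors, over genes above 5 CPM. It was 0.147 ± 0.040 (SD, n = 2) at 6-8 h and 0.407 ± 0.054 at 18-22 h over protein-coding genes, and 0.152 ± 0.048 and 0.439 ± 0.052 over long noncoding genes. The weighted nuclear percentages use the mean share over protein-coding genes at each stage and carry no spread.

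The genes named in the text were chosen by a rule set before the data were examined. They are the 13 lncRNAs of Fig. 3, the genes the paper names at a Fractionation-Seq result, the fraction markers roX1, roX2, 7SL and the ribosomal protein genes, the sorting markers ind, vnd, pros, elav and repo in whole embryo, and the protein-coding and long noncoding genes among the 5 largest log2 fold changes in each direction per comparison, past the threshold, with a mean of at least 100 counts and both replicates of one fraction beyond both of the other.

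The methods were tested on simulated data with the same group sizes, in which 200 genes were given a log2 fold change of 2 in size. edgeR called 193 of the 200 with 5 false calls, edgeR with a replicate block called 191 with 6, DESeq2 called 192 with 24, and limma called 163 with 6. The simulated change was in the cytoplasmic samples of 6-8 h only, all genes had the same dispersion, and most genes were unchanged. In the data, 69% of the tested genes were called at 6-8 h and 70.4% at 18-22 h. The false calls therefore do not give the error rate of the fraction comparisons or of their normalization.

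The alternatives were DESeq2 in place of edgeR, library size as the only normalization, summed estimated read numbers without length scaling, no filter, a filter of at least 10 counts in every sample, protein-coding and long noncoding genes only, the samples of one stage only, all 12 samples, limma on log2(TPM + 1) and on log2(TPM + 0.1), the adjusted p alone as threshold, and each fraction sample left out in turn. A paired model with the replicate number within each stage as a replicate block was a further alternative. Its pairing was taken from the sample labels. As a pairing check, the deviations of same-numbered nuclear and cytoplasmic samples were correlated across genes, with 0.52 at 6-8 h and 0.05 at 18-22 h.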

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

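The tests of the normalization, of nuclear replicate 2 and of the fitted shares of RNA were chosen only after the results they test were seen, and the other tests before.

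The cytoplasmic against nuclear difference changed between 6-8 h and 18-22 h for 5760 of 17028 genes in a test of the interaction, upwards for 3849 and downwards for 1911. With library size as the only normalization the number was 3987. Among the 13 lncRNAs of Fig. 3 the change was called for 9, all towards the cytoplasmic fraction. The changes in log2 fold change were 2.11 for CR30009, 2.59 for cherub, 2.41 for CR44024, 1.86 for CR32111, 2.52 for CR44922, 2.22 for CR45312, 4.18 for CR44978, 2.16 for CR45332 and 2.80 for CR44597. The adjusted p-values ranged from 5.06e-07 for CR44978 to 0.00129 for CR45332 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper names CR44978 as a lncRNA whose location appeared to change with time, and describes CR44024 as moderately enriched in the cytoplasm only late. It does not report a change in a common direction.

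A shift shared by all genes was tested with 10000 random lists of 13 genes matched on mean expression. The median change of the 13 lncRNAs, 2.16, lay at percentile 100 of these lists, whose median was 0.41. It lay at percentile 100 of lists drawn from long noncoding genes only, whose median was 0.50. Neither a shift of all genes nor one of long noncoding genes of similar expression accounts for its size. The lists were not matched on the change of a gene in whole embryos between the stages. Except for CR30009, with −0.06, the lncRNAs called for a change were higher in whole embryos at 18-22 h. Their log2 fold changes were 1.74 (CR32111) to 3.66 (CR45332). Those not called had −1.31 (CR44272) to 0.87 (CR44596). The percentiles thus do not set the 13 lncRNAs apart from other genes that rise between the stages. With library size as the only normalization, 10 of the 13 lncRNAs kept a larger value at 18-22 h, and without nuclear replicate 2 of 18-22 h, 11 did. Leaving out replicate 2 raised the change, to 4.60 for CR44978 and 2.75 for CR44024, so it is the milder check. Without nuclear replicate 1 of 18-22 h the changes were 3.51 and 1.83, and the 13 lncRNAs were not counted in that setting.

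The amount of RNA in each fraction is not part of these log2 fold changes. Whole embryo, fitted as a mixture of the fractions, had a nuclear share of 0.147 at 6-8 h and 0.407 at 18-22 h. With the fractions weighted by these shares, only 5 of the 13 lncRNAs had a smaller nuclear percentage at 18-22 h. The weights are means of replicate shares of 0.119 and 0.175 at 6-8 h and of 0.368 and 0.445 at 18-22 h. No spread was computed for the percentages, so the count of 5 and the direction of small changes, such as that of CR44024, are uncertain. CR44978 went from 73.5% to 42.4%, CR44024 from 41.0% to 38.7% and CR46003 from 41.9% to 75.2%. This weighting shifts the log2 ratio of every gene by the same amount, so it leaves the comparison with the matched lists as it is and does not explain why the 13 lncRNAs changed more than those lists. It shows only that the direction of a change in nuclear percentage depends on the shares. For CR44978 the nuclear percentage fell under this weighting too, and a move of this lncRNA to the cytoplasm is a hypothesis, since it was found and tested on the same 8 samples.

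In whole embryos at 18-22 h, 30 of 17035 genes lay outside both fractions, 6 above and 24 below. At 6-8 h there were 0, and 3 at an unadjusted p under 0.05, against 41 at 18-22 h. The paper does not report on the whole-embryo samples of this experiment. Several of the 30 are copies of histone genes with equal values among themselves, and reads shared between copies were not tested as an explanation. The marker list of heat-shock and immediate early genes, of which 19 of 20 had a value, lay at percentile 90.2 of matched lists, and a stress response during fractionation would have put it at the low end. Across genes above 5 CPM, which are not independent replicates, the whole embryo minus fractions difference in replicate 1 had a Spearman rho of 0.32 with the stage change of the fractions in replicate 2. A difference in age between the embryos used for whole embryo and for the fractions would give such a relation, but most of the 30 genes had fewer than 5 CPM in whole embryos, so the test does not address them, and the cause of their difference is open.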

How the results depend on the processing

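The alternatives were set before the data were examined, except those for the number of genes that differ in whole embryo between the stages, which were chosen after seeing the data and gave 7266 to 8143 genes against 8142. Over 113 results and 1386 alternatives, 1167 counted as unchanged. A value did so if it kept its direction and its side of the threshold, or moved by less than the replicates differ. A number of genes did so if it changed by a factor of at most 1.5. Where a value below changed, the cause was not tested unless stated. Log2 fold changes are cytoplasmic against nuclear.

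For the 13 lncRNAs at each stage, the log2 fold changes moved most with limma on TPM or with library size as the only normalization. The TMM factors of the fractions differ by −1.13 at 6-8 h and −1.44 at 18-22 h on the log2 scale, and the values with library size alone are lower by similar amounts. With it, CR44978 at 18-22 h was −0.10, CR44024 was −2.01 at 6-8 h and 0.12 at 18-22 h, cherub at 6-8 h was 0.42, CR46003 was −2.06 and −2.15, CR45312 at 18-22 h was −2.33, CR44922 at 6-8 h was −1.11 and CR44596 at 18-22 h was −0.31. The changes between the stages became −0.27 for CR44272 and −0.08 for CR46003. The medians became −4.98 and −5.05 for long noncoding and −1.12 and −0.92 for protein-coding genes.

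With limma on log2(TPM + 1), CR46003 was −1.81 at 6-8 h and −1.65 at 18-22 h, cherub at 6-8 h 0.21, CR44024 −1.75 and 0.11, CR44922 at 6-8 h −1.09, CR44596 at 18-22 h −0.24, CR45312 at 18-22 h −2.24 and CR44978 at 18-22 h −0.13. With limma on log2(TPM + 0.1), CR46003 was −2.28 and −2, cherub at 6-8 h 0.23, CR44024 −2.17 and 0.12, CR44922 at 6-8 h −1.29, CR44596 at 18-22 h −0.27, CR45312 at 18-22 h −2.34 and CR44978 at 18-22 h −0.13. The number of genes that changed between the stages was 3488 with log2(TPM + 1).

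With at least 10 counts in every sample, CR46003 was −1.28 at 6-8 h and −1.45 at 18-22 h, CR44024 −1.22 and 0.76, CR44922 at 6-8 h −0.32, CR45312 at 18-22 h −1.70 and CR44978 at 18-22 h 0.52. The changes between the stages were −0.32 for CR44272 and −0.16 for CR46003. This filter gave no value for named genes with fewer counts in some sample, such as CG42507 and His2B:CG33870, and left 7617 genes that differed at 6-8 h and 6812 at 18-22 h. The medians were −2.59 and −2.93 for long noncoding and 0.12 and 0.07 for protein-coding genes.

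With protein-coding and long noncoding genes only, CR46003 at 6-8 h was −1.04, CR45312 at 18-22 h −1.08 and CR44922 at 6-8 h −0.08. The median of long noncoding genes at 6-8 h was −3.95 and that of protein-coding genes at 18-22 h was 0.36. With the samples of one stage only, CR46003 at 18-22 h was −1.09, CR45312 at 18-22 h −1.34 and CR44978 at 18-22 h 0.88. With summed estimated read numbers, CR44978 at 18-22 h was 0.80, CR45332 at 18-22 h 0.34 and the median of long noncoding genes at 6-8 h −4.02. With DESeq2, CR44597 at 6-8 h was 0.20, the changes between the stages were −0.22 for CR44272 and −0.09 for CR46003, and the medians were −3.47 for long noncoding genes at 6-8 h and 0.44 and 0.53 for protein-coding genes. With no filter, the median of long noncoding genes at 6-8 h was −3.86.

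In the paired model with a replicate block, whose pairing is from the labels and whose pairing check gave correlations of 0.52 and 0.05 across genes, CR46003 at 6-8 h was −1.05 and CR44922 at 6-8 h −0.01, and CR44596 at 18-22 h, at 1.13, no longer passed the threshold (adjusted p = 0.0537 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The medians were −3.96 for long noncoding genes at 6-8 h and 0.52 for protein-coding genes at 18-22 h, and in whole embryo 1 gene lay outside both fractions at 6-8 h and 42 at 18-22 h, against 0 and 30. Moves of the medians were judged against the SD of per-replicate medians of log2(CPM + 0.5) differences, which is another measure than the median of the model. For long noncoding genes at 6-8 h that SD was 0, with −1.42 in both replicates, so that any difference counted as a move and the moves listed there do not show by themselves that a setting matters.

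The number of genes in whole embryo outside both fractions at 6-8 h, 0 as reported with 3 at an unadjusted p under 0.05, was 15 with DESeq2, 3 with library size alone, 2 with summed estimated read numbers, 2 with at least 10 counts in every sample, and 5 with limma on either TPM scale. At 18-22 h it was 9 with library size alone, 9 with at least 10 counts in every sample, 6 with limma on log2(TPM + 1) and 11 on log2(TPM + 0.1), against 30 as reported. It was 20 with protein-coding and long noncoding genes only, 31 with DESeq2, 31 with no filter and 34 with summed estimated read numbers.

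With each sample left out in turn, CR45312 was from −3.83 to −2.69 at 6-8 h and from −1.42 to −0.58 at 18-22 h. At 18-22 h, CR30009 was from 4.14 to 5.64, CR32730 from −1.80 to −1.47, cherub from 3.67 to 4.48, CR44024 from 1.06 to 1.86 and CR44978 from 0.74 to 1.70. The changes between the stages were from 1.83 to 2.75 for CR44024 and from 3.51 to 4.60 for CR44978. These 2 changes kept their direction under every alternative run, and passed the threshold under each that gave a test.

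The variance-stabilized value of the cytoplasmic fraction was −0.02 for CR44597 at 6-8 h with summed estimated read numbers, and 0.01 with all 12 samples and 0.17 with summed estimated read numbers for CR45332 at 18-22 h. For the other 87 results, 914 of 1055 alternatives were the same, 29 weaker, 17 stronger, 75 moved and 20 reversed. Of the 13 lncRNAs, CR44596 and CR44597 at 6-8 h had the fewest counts in their deepest sample, with 50 to 122 and 66 to 144 counts per sample, and their differences of −0.70 (standard error 0.52) and −0.21 (standard error 0.41) were not detectable at this depth.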

Differences from the paper's values

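The values of Fig. 3C were read from the colours of its panels against their scale after the values computed here had been seen, and only the cytoplasmic means are compared. Each is a variance-stabilized value centred on the mean of the 4 fraction samples of a stage. The readings have an error of their own, which is not part of the replicate SD. Differences as small as those below can lie within it. CR30009 was left out because its colour was saturated. The lncRNA values not listed below lay within the replicate SD of the paper's value.

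For CR45332 at 6-8 h, the paper's value is about −0.38 in Fig. 3C and the value here −0.66 (SD 0.05, n = 2), and none of the alternatives set before the data were examined closed the gap. For CR44272 at 18-22 h, the paper's value is about 0.74 in Fig. 3C and the value here 1.02. With the transformation fitted to the 4 samples of that stage it was 0.69, within the replicate SD of the paper's value, and the other alternatives set before the data were examined did not close the gap. For CR32730 at 18-22 h, the paper's value is about −0.47 in Fig. 3C and the value here −0.67, and for CR32111 at 18-22 h the paper's value is about 0.05 in Fig. 3C and the value here −0.02. For neither did any of the alternatives set before the data were examined close the gap. The paper's mean depth over all of its libraries is 62.5 M reads per sample, and the mean total of estimated counts of the 12 samples here is 117.4 M; no alternative applies to it.

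The paper describes CR46003 at one place as without clear enrichment in either fraction and at another as biased to the nuclear fraction. Its log2 fold change here was −0.96 at 6-8 h and −0.68 at 18-22 h. In this model without pairing, both were below the threshold of 1, with adjusted p-values of 0.00462 and 0.0335 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paired model with a replicate block gave −1.05 at 6-8 h, past the threshold, and −0.65 at 18-22 h. With library size as the only normalization, −2.06 and −2.15 both passed it. With DESeq2, −0.56 and −0.64 did not. The paper names CR45312 as almost exclusively nuclear, and at 18-22 h its log2 fold change was −0.94 with 34.3% of normalized counts in the cytoplasmic fraction. With each fraction weighted by its fitted share of whole-embryo RNA, its nuclear percentage was 77% at 6-8 h and 77.6% at 18-22 h. The paper states that CR44024 is not distinctly located at 6-8 h, and its log2 fold change there was −0.89 with an adjusted p of 0.00165. The paper states that a nuclear signal of CR44024 under the microscope matches the Fractionation-Seq result. Here its log2 fold change was −0.89 at 6-8 h and 1.52 at 18-22 h, towards the cytoplasmic fraction. With library size as the only normalization, the 18-22 h value was 0.12 and a difference was not detectable (adjusted p = 0.75 from the same test). The paper describes the signal in the ventral nerve cord, at an embryonic stage not given in hours. The fractions were prepared from whole embryos, so their values do not decide on that signal.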

Other observations

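The tests of carried-over RNA and of the fitted shares of RNA were chosen only after the results they test were seen, and the other tests before. The pattern in the contractile apparatus was narrowed to some of its genes after its tests had been seen.

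The 2 nuclear samples of 18-22 h differed from each other more than the replicates of any other fraction and stage. The SD of the log2 difference across genes was 0.633, against 0.317 in the next pair of fraction samples. Cytoplasmic RNA carried over into replicate 2 would make the difference rise with the 6-8 h log2 fold change, and across genes Spearman's rho was 0.12, below the limit of 0.2 set for it. A difference in age between the 2 collections would make it follow the stage change in whole embryos, and rho was 0.23. Counting noise was tested on the 4714 genes with at least 1000 counts in every fraction sample, where the SD was 1.17 times the largest of the other pairs, under the limit of 1.5. That largest pair was a cytoplasmic one, and in the nuclear samples of 6-8 h, which have a similar depth, the SD of the same genes was 0.184 against 0.364 here, so that counting noise alone does not account for the spread. Genes are not independent replicates. The difference was not the same in all gene classes: among genes above 5 CPM, the median of replicate 2 minus replicate 1 on the log2 scale was 0.86 for snoRNA, 0.28 for long noncoding and 0.16 for protein-coding genes. The median log2 difference of the 92 ribosomal protein genes between the cytoplasmic and nuclear samples was 4.42 in replicate 1 and 3.45 in replicate 2. From nuclear replicate 1 to replicate 2, cytoplasmic RNAs were higher, with 4.05 and 7.68 CPM for 7SL and 6.11 and 11.4 CPM for CR30009, and so were nuclear RNAs, with 891 and 1820 CPM for roX1 and 82.6 and 159 CPM for roX2. Part of this joint rise goes with the TMM factors, 2.12 in replicate 1 and 1.39 in replicate 2, since a lower factor raises the CPM of every gene. These CPM values cannot separate carry-over from that factor. The rho of 0.12 alone is not enough to set carry-over aside. Carry-over, another difference in the make-up of the 2 nuclear fractions, which was not tested, and a difference in age, whose rho was only just above the limit, all remain open. No biological explanation was tested.

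Of 20 genes of the contractile apparatus listed, 19 had a value. Their median log2 fold change at 18-22 h was 1.29, towards the cytoplasmic fraction, and that of the 5 markers with an effective length of 3000 bases or more was −1.34, with 4 of them on the nuclear side. The median of the list lay at percentile 1.4 of protein-coding lists matched on expression and length, whose median was 2.1, so that length alone does not account for it. The 14 markers under 3000 bases had a median of 1.85, at percentile 85.4 of lists matched on expression. Muscle RNA of any length held back in the nuclear fraction would have put them at the low end. Only 1 of these 14 lay on the nuclear side, and the lists were not matched on length. The test therefore does not decide whether RNA of the longer markers is held back. No biological explanation was tested.

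Long noncoding genes had a lower median log2 fold change at 6-8 h, −3.87 over 1914 genes, than protein-coding genes, 0.00. Protein-coding lists matched on mean expression had a median of −3.39, and the long noncoding median lay at percentile 0 of them. Most of the gap goes with low expression, and a smaller part remains. The 1708 long noncoding genes without a protein-coding gene on the same strand had a median of −3.93, so that reads from an overlapping precursor do not account for it. Under library size as the only normalization, both medians were lower, at −4.98 and −1.12.

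The log2 fold changes move with the normalization, by −1.13 at 6-8 h and −1.44 at 18-22 h from TMM factors to library size alone. A candidate explanation is that nuclear and cytoplasmic RNA make up different shares of the embryo's RNA. The fitted nuclear share of protein-coding genes minus that of long noncoding genes at 18-22 h was −0.032, within the limit of 0.1 set for one mixture to describe whole embryo. The shares were 0.407 and 0.439 at 18-22 h and 0.147 and 0.152 at 6-8 h. The small difference at 18-22 h shows that one mixture describes both gene classes, which can hold whatever caused the move. It does not decide on the candidate explanation. The move was larger at 18-22 h, where the fitted shares were nearer to even. The shares are fits to sequencing counts, and no amount of RNA was measured.

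In whole embryos, 8142 of 17035 genes differed between 18-22 h and 6-8 h, of which 3265 were higher and 4877 lower at 18-22 h. Among the sorting markers of the paper, ind was lower at 18-22 h, with a log2 fold change of −3.00 (adjusted p = 3.51e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), vnd had −0.89 (adjusted p = 0.000881), pros −1.03 (adjusted p = 0.00319), elav −0.52 (adjusted p = 0.125) and repo 0.92 (adjusted p = 0.00131).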
